# Precancerous niche remodelling dictates nascent tumour persistence

**DOI:** 10.1038/s41586-026-10157-8

**Published:** 2026-03-04

**Authors:** G. Skrupskelyte, J. E. Rojo Arias, H. Ajith, Y. Dang, D. Rossetti, S. Han, M. K. S. Tang, M. T. Bejar, B. Colom, J. C. Fowler, K. Murai, W. Knight, D. Aust, M. H. H. Schmidt, J. Jászai, S. Zeki, A. Noorani, P. H. Jones, S. Rulands, B. D. Simons, M. P. Alcolea

**Keywords:** Stem-cell niche, Tumour heterogeneity, Oncogenes

## Abstract

Interactions between mutant cells and their environment have a key role in determining cancer susceptibility^1–3^. However, understanding of how the precancerous microenvironment contributes to early tumorigenesis remains limited. Here we show that newly emerging tumours at their most incipient stages shape their microenvironment in a critical process that determines their survival. Analysis of nascent squamous tumours in the upper gastrointestinal tract of the mouse reveals that the stress response of early tumour cells instructs the underlying mesenchyme to form a supportive ‘precancerous niche’, which dictates the long-term outcome of epithelial lesions. Stimulated fibroblasts beneath emerging tumours activate a wound-healing response that triggers a marked remodelling of the underlying extracellular matrix, resulting in the formation of a fibronectin-rich stromal scaffold that promotes tumour growth. Functional heterotypic 3D culture assays and in vivo grafting experiments, combining carcinogen-free healthy epithelium and tumour-derived stroma, demonstrate that the precancerous niche alone is sufficient to confer tumour properties to normal epithelial cells. We propose a model in which both mutations and the stromal response to genetic stress together define the likelihood of early tumours to persist and progress towards more advanced disease stages.

## Abstract (web summary)

A study investigating the emergence of squamous tumours in the upper gastrointestinal tract of the mouse shows that an initial tumour stress response triggers fibroblasts to remodel the underlying stroma, creating a fibronectin-rich precancerous niche that supports tumour survival.

## Main

Groundbreaking studies in human genomics over the past decade have revealed that our healthy tissues accumulate cancer-associated mutations with age^4–8^. These observations highlight new levels of complexity in the early pathophysiology of cancer, raising the question of what other factors, beyond cancer mutations, may have a role during early carcinogenesis.

Models of early tumours spanning a range of epithelial tissues, including oesophagus, skin and intestine, have started to offer a clearer understanding of what drives tumour initiation^1–3,9–11^. Work in this area has shown that tumour formation represents more than the mere accumulation of genetic alterations, highlighting the important role of environmental cues and non-genetic mechanisms in this process^3,12–15^. Indeed, mounting evidence indicates that the predisposition of a mutated epithelium to develop tumoral lesions depends on complex interactions between mutant cells and their dynamic surroundings. Coexisting mutant clones could either synergize or compete, contributing to early tumour initiation^16,17^. Indeed, even after tumours have formed, the presence of neighbouring mutant clones can continue to influence tumorigenesis^1^. Alternative environmental cues, such as the stiffness of the extracellular matrix (ECM)^3,13^, as well as direct cell–cell communication between mutant cells and non-mutant cells^2,9–11,14^, have also been shown to affect the expansion of mutant clones, susceptibility to tumour initiation and invasion^18–20^. Despite this, understanding of the mechanisms by which environmental factors determine the formation and long-term persistence of emerging tumours remains limited.

Previous studies using an oesophageal early-tumour model demonstrated that not all nascent tumours have the same chance of survival. Most tumours are cleared from the tissue soon after formation by competition with neighbouring mutant clones. Surviving tumours instead persist long term, becoming susceptible to cancer progression^1^. But a key question remains: how are precancerous tumours able to withstand the competitive mutant environment that surrounds them? Understanding the processes underlying early tumour persistence and the relevance of the microenvironment at pre-neoplastic stages provides a critical opportunity to dissect the mechanisms driving precancer progression, opening new avenues to halt cancer in its tracks. Here we combine single-cell RNA sequencing with lineage tracing and 3D heterotypic cultures to study the unique features of the few nascent tumours that escape the existing protective barriers preventing tumorigenesis. We demonstrate that, during the earliest stages of tumour development, fibroblasts react to the pre-neoplastic epithelium by promoting the formation of a fibrotic precancer niche that, in turn, feeds back on the epithelium favouring early tumour growth and survival.

## Precancerous tumour persistence

To study the processes that underlie the persistence of pre-neoplastic nascent tumours, we used a well-established, clinically relevant mouse model of upper gastrointestinal tract (including oesophagus and forestomach) tumorigenesis driven by a mutagen found in tobacco smoke (diethyl-nitrosamine (DEN))^1,21^ (Extended Data Fig. 1a–j). After DEN treatment, the tissue becomes an evolving patchwork of mutant clones competing for space and survival, recapitulating the complex mutational landscape of the normal human ageing oesophagus^22^. This results in the emergence of pre-neoplastic squamous tumours with the potential to persist long-term (Extended Data Fig. 1a–c).

Nascent epithelial tumours, marked by KRT17 (keratin 6A (KRT6A) and keratin 17)^1^, can be detected in tissue whole-mounts from their most incipient stages, from as early as 10 days after DEN treatment (Extended Data Fig. 1d–e). The emerging tumours are microscopic, containing as few as 10 cells, and are characterized by their distinctive rosette-like structure^1,21^ (Extended Data Fig. 1d,f). This brief window of formation is followed by a tumour-clearing process, in which more than one-third of the initial tumours are progressively eliminated^1^. The surviving tumours can persist in the tissue for more than a year, largely as low-grade dysplasia (pre-neoplastic or precancer stages), with sporadic progression to invasive squamous cell carcinomas^1^ (Extended Data Fig. 1c,g,h), mimicking human carcinogenesis^23^. As a result, only a subset of the original tumours survive long term, enabling us to study the mechanisms that modulate precancerous tumour persistence.

To understand what drives early tumour survival, we first set out to compare the phenotypic traits of nascent tumours and those persisting long term (10 days and more than 8 months, respectively, after DEN treatment; Fig. 1a). Histological analysis showed that persistent dysplastic tumours (Extended Data Fig. 1h) were characterized by a prominent stromal remodelling (Fig. 1b). These nest-like structures were formed by stromal fibroblasts (PDGFRα^+^) that protruded towards the epithelial compartment, seemingly enclosing early tumours to create a supportive scaffold or a ‘precancerous niche’ (Fig. 1b,c). Unlike in persisting tumours, at nascent stages, most epithelial lesions (around 70%; 199 of 296) showed no apparent stromal reorganization (Fig. 1c, d**)**, denoting the existence of two phenotypically different nascent tumour subtypes, referred to here as Niche+ and Niche− (Fig. 1c).

**Fig. 1:**
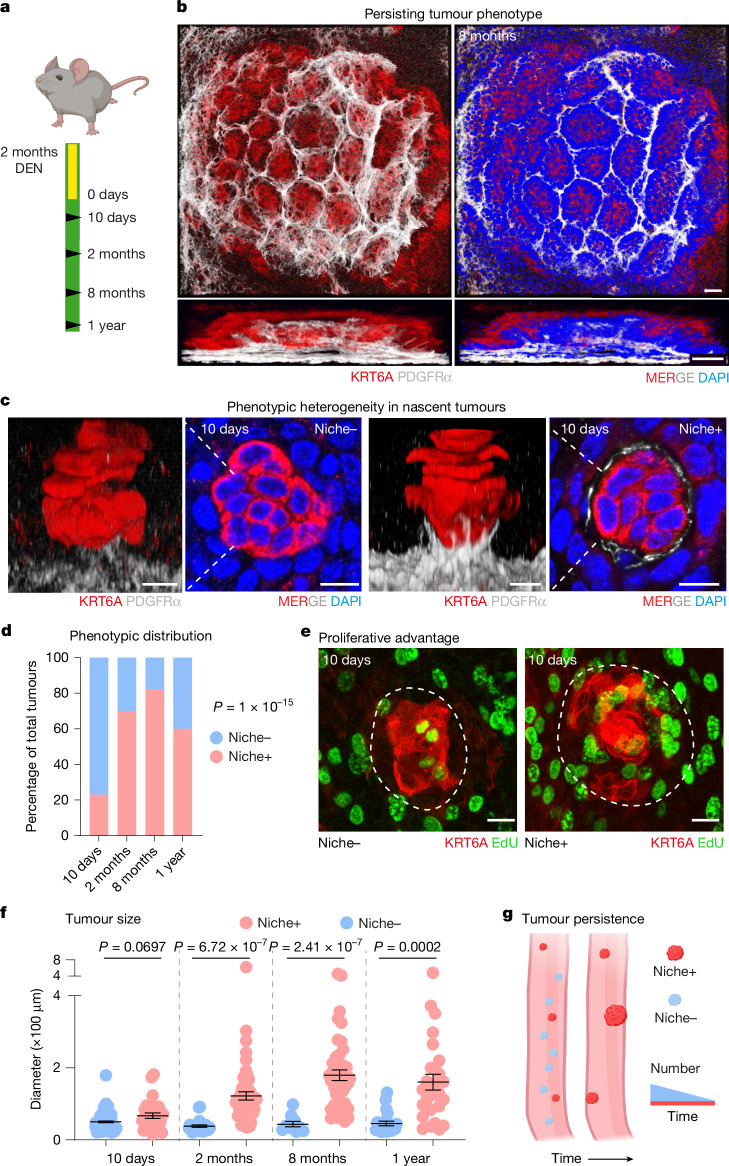
Precancerous niche remodelling is linked to long-term tumour persistence. **a**, The experimental DEN carcinogen protocol. Wild-type mice were exposed to DEN in the drinking water for 2 months. Tissues were collected at 10 days, 2 months, 8 months and 1 year. **b,c**, Representative confocal images of long-term-persisting tumours 8 months after DEN treatment (**b**) and nascent tumours 10 days after DEN treatment (**c**), stained for DAPI (blue), KRT6A (tumour marker; red) and PDGFRα (fibroblast marker; grey). Scale bars: 50 µm (**b**) and 10 µm (**c**). Image settings were adjusted to the upper stromal layer. **d**, Percentage of Niche+ and Niche− tumours at the indicated time points after DEN administration from three mice per time point; statistical significance was determined by a one-sided chi-squared test. **e**, Confocal images showing the incorporation of 5-ethynyl-2′-deoxyuridine (Edu; green) in KRT6A^+^ nascent tumours (red, dashed line) 10 days after DEN treatment. Scale bars: 10 µm. Images were generated omitting the uppermost suprabasal layer. **f**, Diameter (×100 µm) of Niche+ (red) and Niche– (blue) tumours at the indicated time points after DEN treatment. Tumours were quantified in three mice per time point: at 10 days, *n* = 128 tumours; at 2 months, *n* = 84 tumours; at 8 months, *n* = 53 tumours; and at 1 year, *n* = 49 tumours. Data are expressed as mean ± s.e.m. Two-tailed Welch’s *t*-test comparing Niche– versus Niche+ tumours. **g**, Cartoon illustrating the association between tumour niche remodelling and long-term tumour survival. Red, surviving tumours; blue, disappearing tumours. Illustrations in **a** and **g** were created in BioRender; Alcolea, M. https://BioRender.com/0g5wodl (2026). Source data

Next, we assessed the dynamic nature of these two nascent tumour subtypes. We found that the number of Niche+ tumours, despite constituting the minority of all initial tumours, remained constant over time, whereas the number of Niche– tumours decreased markedly (Extended Data Fig. 2a). As a result, the tissue became progressively enriched in Niche+ tumours, with most (around 82%; 65 of 79) showing a supportive stromal scaffold by 8 months following DEN treatment (Fig. 1d). This enrichment in Niche+ tumours prompted us to explore whether stromal remodelling was associated with nascent tumour persistence. We found that Niche+ lesions were hyperproliferative and were more likely to persist and enlarge than Niche– tumours were (Fig. 1e–g and Extended Data Fig. 2b–f). Close analysis revealed that keratinocytes in contact with the niche showed a particularly high proliferative activity (Extended Data Fig. 2e), indicating active epithelial–stromal communication at precancerous stages. These results were further reinforced by observations in the squamous forestomach, where long-term pre-neoplastic tumours also exhibited a remodelled stromal niche (Extended Data Fig. 2g,h).

Collectively, our data support a model in which the remodelled stromal scaffold acts as a ‘precancerous niche’ promoting tumour growth and survival. These observations link stromal remodelling in nascent tumours with pre-neoplastic tumour progression.

## Niche signals drive tumour traits

The importance of the precancerous niche during early tumorigenesis became evident in 3D heterotypic cultures. These cocultures revealed that signals from the early tumour stroma are sufficient to confer tumour features to epithelial cells that had never been exposed to carcinogens^24^ (Extended Data Fig. 2i–l). Using reporter mouse lines to track the tissue origin, we found that untreated phenotypically normal epithelium directly exposed to the denuded tumour niche (lacking the epithelial compartment) acquired a tumour-like morphology and became highly proliferative, reaching levels similar to those of early tumours in vivo (Extended Data Fig. 2k,l).

Moreover, heterotypic tissue constructs grafted into immune-deficient NOD-SCID-γ mice (NSG; NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ) showed that the pro-survival phenotype conferred by the tumour niche was also observed in vivo. Normal epithelial cells were more likely to engraft long term when exposed to early tumour stromal signals (Extended Data Fig. 2m–o).

Overall, these results demonstrate that the early tumour microenvironment promotes epithelial cell growth, favouring precancerous tumour survival and, ultimately, disease progression.

## Local fibroblasts form nascent tumour niche

Given the key role of the niche in nascent tumour survival, we next explored its cellular composition.

Under normal conditions, the squamous upper gastrointestinal tract is characterized by three distinct layers of stromal tissue: the lamina propria, a thin loose connective tissue directly beneath the epithelium; the muscularis mucosae, a layer of smooth muscle cells; and the submucosae, a dense irregular lower stromal compartment^25^ (Extended Data Fig. 3a–d). In line with observations in other epithelial tissues^26,27^, immunofluorescence analysis revealed two fibroblast populations that showed distinctive tissue compartmentalization and morphology and different expression levels of the pan-fibroblast marker PDGFRα (Extended Data Fig. 3b–d). PDGFRα^low^ fibroblasts resided in the upper stroma (the lamina propria), whereas PDGFRα^high^ fibroblasts populated the deepest stromal layer (the submucosae; Extended Data Fig. 3c,d). Histological analysis of emerging tumours revealed that the main cellular component of the precancerous niche was PDGFRα^low^ fibroblasts, phenotypically indistinguishable from neighbouring lamina propria fibroblasts (Fig. 2a). Further characterization showed that endothelial and immune cells were largely absent from the niche in nascent tumours (10 days after DEN treatment; Fig. 2b,c).

**Fig. 2:**
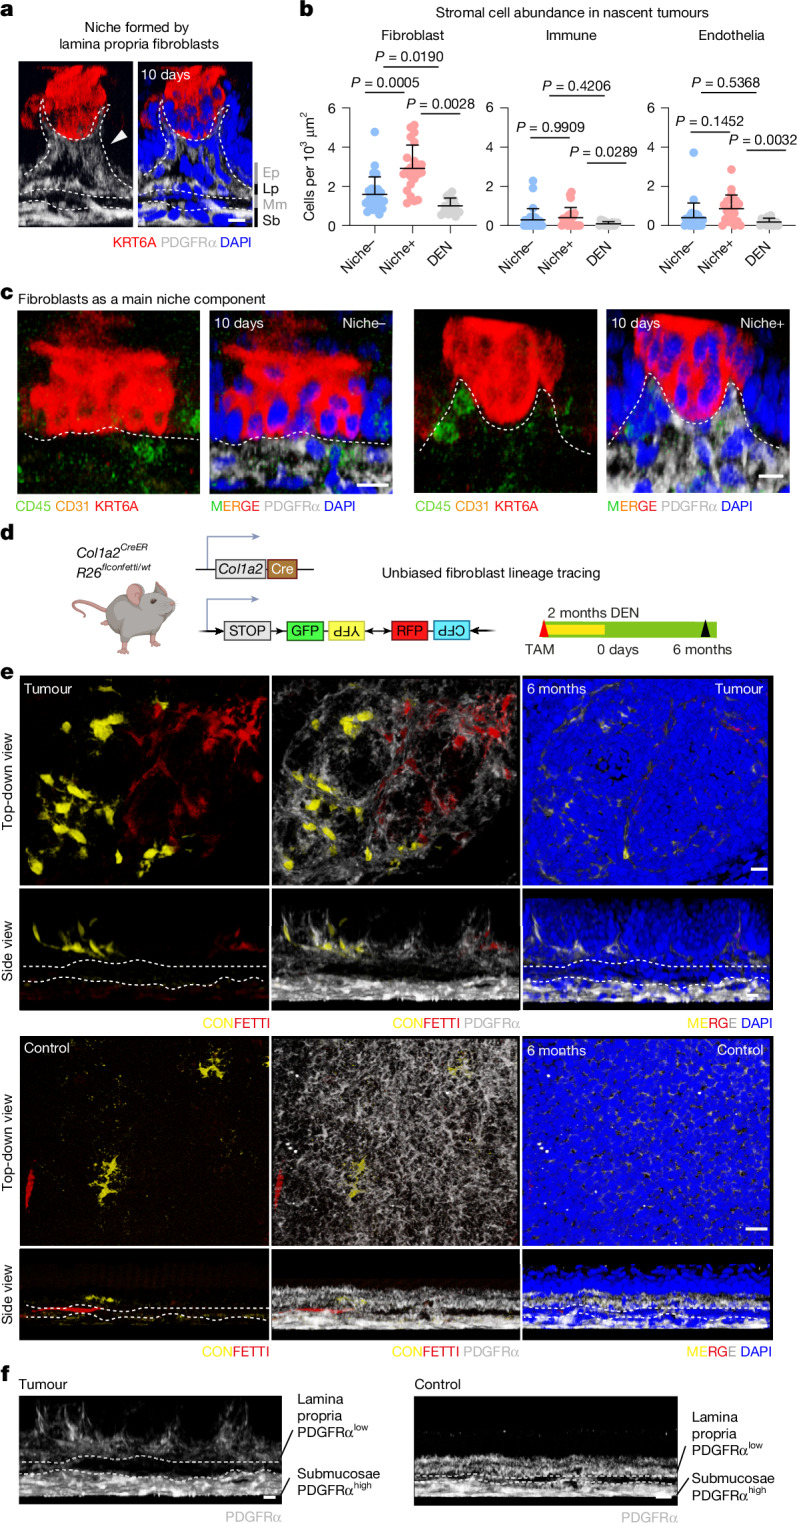
The early tumour niche is formed by a PDGFRα^low^ fibroblast population. **a**, Representative confocal image of a nascent Niche+ tumour 10 days after DEN withdrawal. The side view shows that the niche is composed of lamina propria (Lp), not submucosae (Sb), fibroblasts. Mm, muscularis mucosae; Ep, epithelium. Dashed lines show the layers. The white arrowhead points to the nascent tumour niche arising from lamina propria. Blue, DAPI; red, KRT6A; grey, PDGFRα. Scale bar, 25 µm. **b**, Number of stromal cells in tumour-free DEN tissue, Niche− and Niche+ tumours per unit of surface area, 10 days after DEN withdrawal; *n* = 27 Niche−, *n* = 22 Niche+, *n* = 15 (DEN) areas, from 3 mice; dots represent each area; PDGFRα^+^ fibroblasts, CD45^+^ immune cells and CD31^+^ endothelial cells are shown. Data are expressed as mean ± s.e.m. Statistical significance was assessed by one way Welch’s analysis of variance (ANOVA) with multiple comparisons. **c**, 3D-rendered confocal side views of Niche− and Niche+ tumours 10 days after DEN withdrawal; green, CD45; orange, CD31 (absent); red, KRT6A; grey, PDGFRα. Dashed lines show the basal membrane. Scale bar, 10 μm. Image settings were adjusted to the upper stromal layer. **d**, Experimental protocol for fibroblast lineage tracing: *Col1a2*^*CreER*^ and *R26*^*FlConfetti/wt*^ mice received a dose of tamoxifen (TAM) followed by DEN treatment. Samples were collected 6 months after DEN treatment. **e**, Representative top-down (top) and side views (bottom) of control and tumour tissue from **d**, Grey, PDGFRα; yellow and red, lineage-traced Confetti^+^ cells. Scale bars, 50 µm. Dashed lines separate stromal compartments. Control, *n* = 3 mice; DEN, *n* = 4 mice. **f**, A single channel from **e** shows a marked difference in PDGFRα expression across the two stromal compartments, both in control and tumour samples; lamina propria, PDGFRα^low^ (underlying epithelium); submucosae, PDGFRα^high^ (deeper stromal layer). The illustration in **d** was created in BioRender; Alcolea, M. https://BioRender.com/hwbs32m (2026). Source data

Since the role of cancer-associated fibroblasts (CAFs) in tumorigenesis, drug resistance and disease progression is well recognized^28,29^, we next assessed whether niche-forming fibroblasts exhibited CAF features. Except for the nuclear localization of YAP (active YAP, aYAP; Extended Data Fig. 3e), the expression of CAF markers, such as fibroblast activation protein (FAP) and α-smooth muscle actin (α-SMA), was not detectable in 10-day tumour fibroblasts (Extended Data Fig. 3f). We conclude that, although Niche+ fibroblasts in incipient tumours lack a full CAF phenotype, their aYAP status is consistent with a pre-CAF transitional state in the nascent tumour niche^30^.

Another important stromal contributor to tumorigenesis and cancer progression is the immune compartment^31^. Immune-cell characterization of Niche+ and Niche– tumours, however, did not show significant differences (Fig. 2b,c and Extended Data Fig. 3g). Accordingly, the emergence and persistence of Niche+ and Niche− tumours remained unaltered in immune-deficient mice (NSG; Extended Data Fig. 3h–l). These results indicate that immune cells do not discriminate between nascent Niche+ and Niche− tumours, acting as bystanders in early tumour persistence.

## Precancerous stromal reorganization

To better understand the contribution of stromal fibroblast to tumour niche formation, we used an unbiased genetic lineage-tracing approach to target fibroblasts. Sporadic confetti labelling of fibroblasts, across the lamina propria and submucosae compartments, was induced in *Col1a2-Cre*^*ER*^;*R26*^*FlConfetti/WT*^ mice followed by DEN treatment (Fig. 2d and Extended Data Fig. 4a–d). To trace the origin of the tumour ‘niche’, recombination of the confetti cassette was induced before DEN treatment (Fig. 2d). Analysis of confetti clones 6 months after DEN treatment showed that fibroblasts in the niche underwent clonal expansion (Fig. 2e, Extended Data Fig. 4e–i and Supplementary Table 1). Immunostaining further revealed that clones in the niche were formed by lamina propria PDGFRα^low^ fibroblasts (Fig. 3e,f and Extended Data Fig. 4e).

**Fig. 3:**
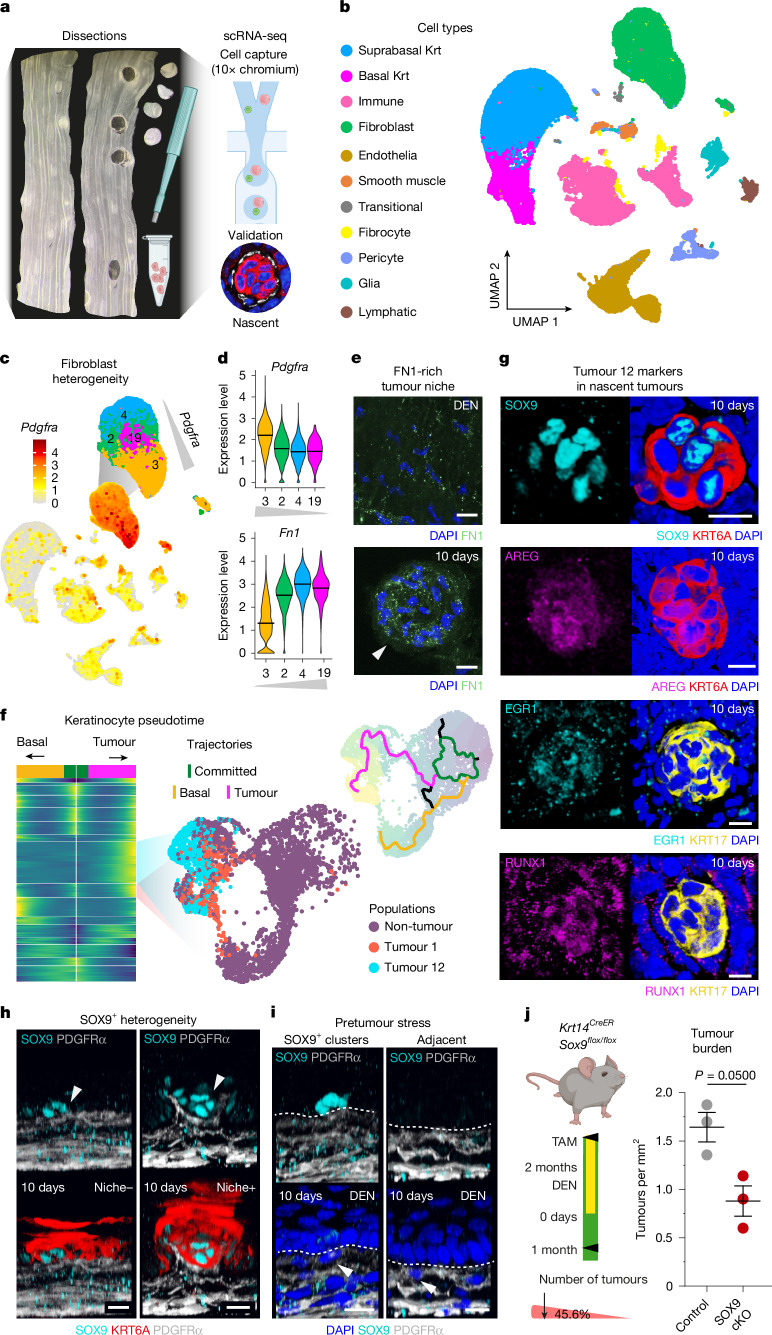
Nascent tumour heterogeneity in the epithelial compartment is linked to stromal remodelling. **a**, Microdissection of squamous upper gastrointestinal tract 8 months after DEN treatment for single-cell RNA sequencing. **b**, Uniform manifold approximation and projection (UMAP) showing cell-type annotation. Krt, keratinocytes. **c**, Heterogeneous expression of *Pdgfra* in fibroblasts in the UMAP space. The inset shows fibroblast clusters. **d**, Violin plots showing levels of *Pdgfra* and *Fn1* expression in fibroblast clusters. Black line, mean. **e**, Representative images from 6 mice of the DEN area and nascent tumour stroma 10 days after DEN treatment, showing the accumulation (white arrowhead) of fibronectin (FN1, green) in the niche. Blue, DAPI. Scale bars, 10 µm. **f**, Heatmap (left) of the top 1,500 differentially expressed genes along the basal keratinocyte pseudotime trajectory. Pseudotime trajectories, top right (blue, committed; yellow, basal; magenta, tumour). Populations representing two tumour transcriptional modules (tumour 1, red; and tumour 12, cyan; bottom right UMAP). **g**, Representative images from 6 mice, showing tumour 12 markers in nascent tumours 10 days after DEN treatment, showing homogeneous KRT6A (red) and KRT17 (yellow); heterogenous SOX9 and EGR1 (cyan); and AREG and RUNX1 (magenta); DAPI (blue). Scale bars, 10 µm. **h**, Representative images showing SOX9 distribution in Niche− and Niche+ tumours 10 days after DEN treatment. White arrowheads highlight SOX9^+^ keratinocytes (cyan), KRT6A (red) and PDGFRα (grey). Scale bars, 10 µm. **i**, Images of SOX9^+^ clusters in DEN-treated tumour-free areas 10 days after DEN treatment. The control was the adjacent area negative for SOX9. Blue, DAPI; cyan, SOX9; grey, PDGFRα. Scale bars, 10 µm. White arrowheads highlight keratinocyte to fibroblast proximity; the white dashed line shows the epithelia to stroma border. **j**, Left, experimental protocol: *Krt14*^*CreER*^;*Sox9*^*flox/flox*^ mice received tamoxifen (TAM) followed by DEN. Tissues were collected 1 month after DEN treatment and compared with DEN-treated uninduced controls. Right, quantification of tumour burden; *n* = 3 mice per condition; data shown as mean ± s.e.m.; one-tailed Mann–Whitney test. Images captured by confocal microscopy. Illustrations in **a** and **j** were created in BioRender; Alcolea, M. https://BioRender.com/xjxwb1m (2026). Source data

To confirm this, we traced the PDGFRα^low^ and PDGFRα^high^ fibroblast populations separately in *Pdgfra-Cre*^*ER*^;*R26*^*FlConfetti/WT*^ mice (Extended Data Fig. 4j–o). We reasoned that differential PDGFRα expression levels would enable us to control the level of recombination in the lamina propria and submucosae. Paradoxically, the PDGFRα^low^ fibroblast population showed a markedly higher recombination efficiency, with negligible recombination detected in the lower PDGFRα^high^ compartment (Extended Data Fig. 4j–m), potentially owing to different tamoxifen accessibility between stromal layers^32^.

The distinctive recombination efficiency enabled us to trace PDGFRα^low^ fibroblasts at early tumour stages (6 weeks after DEN treatment) to explore their contribution to the niche-formation process (Extended Data Fig. 4n,o). We observed that the early tumour niche was composed of PDGFRα^low^-derived fibroblast clones that expanded locally in the upper stromal compartment. No clonal expansion events were found in the lower stroma (PDGFRα^high^ compartment) or spanning across stromal compartments (Extended Data Fig. 4o).

Overall, these observations demonstrate that local PDGFRα^low^ fibroblasts in the lamina propria not only maintain, but also contribute to, the formation of the pre-neoplastic tumour niche.

## Pro-fibrotic PDGFRα^low^ niche fibroblasts

To determine the mechanisms underlying the formation of the precancerous niche, we set out to study epithelial–mesenchymal communication. 

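The scRNA-seq data were unique molecular identifier (UMI) counts of 17 libraries of male mice, 5 from the oesophagus or forestomach of untreated controls, 5 from areas without a visible tumour in mice treated with diethylnitrosamine (DEN, a mutagen) and 7 from dissected tumours. The oesophagus gave 3 control, 3 DEN and 2 tumour libraries, and the forestomach 2, 2 and 5. Each library was made in its own channel of a 10x Chromium chip. The authors deposited the counts as 1 matrix per batch, with 1 column for each droplet called as a cell, and the suffix of a barcode marks the channel it came from. By the labels 5 libraries belong to batch 1 and 12 to batch 2, as the suffixes show, whereas Supplementary Table 2 places 6 and 11. Neither the labels nor the tables tie a suffix to a sample, so that the condition and the tissue of a single library were not known, libraries are named by batch and channel, and conditions were not compared. Batch 1 held 4345 barcodes, with 1593263 to 12498772 UMIs per library (median 9378624), and batch 2 held 142314, with 14942182 to 394594399 (median 99335278). The authors aligned the reads to the mouse genome build mm10 with CellRanger, and the headers of the matrices name software version 3.0.2, which is not the version given in the methods. The limits on cells that Supplementary Table 2 gives per sample were replaced by the most common limits of each batch, the looser where several were equally common, which were 1000 to 9000 genes and 2000 to 80000 UMIs in batch 1, 1500 to 9000 genes and 3000 to 100000 UMIs in batch 2, and at most 15% mitochondrial UMIs in both. Doublets were removed by a score made as in Scrublet, over 0.2 in batch 1 and over 0.15 in batch 2. The remaining cells were clustered on 2000 variable genes with the Leiden method at resolution 1, which gave 47 clusters, and these were named from the markers of Supplementary Table 3 and a few added ones. Of the cells, 24501 were fibroblast-like, 11130 immune-like, 9829 suprabasal-like, 9786 endothelial-like and 7905 basal-like. The names were rebuilt from markers and need not cover the same cells as those of the paper. For tests, UMI counts were summed per library and cell population, since cells of a library are not replicates. Populations with at least 20 cells were compared with edgeR's quasi-likelihood test with the library as a block and normalization by the trimmed mean of M values (TMM). Genes with low counts were left out by edgeR's filterByExpr, p-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. Positions of genes are those of GRCm38 in the GENCODE vM21 annotation.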

Single-cell RNA sequencing (scRNA-seq) was done in individually micro-dissected dysplastic tumours of the squamous upper gastrointestinal tract 8 months after DEN treatment (Fig. 3a,b, Extended Data Fig. 5a–f and Supplementary Tables 2 and 3).

The transcriptional profile of pre-neoplastic tumour cells was compared with that of cells from adjacent tumour-free areas in DEN-treated mice (internal control), and with that of cells from healthy untreated control animals (Extended Data Fig. 5g).

In line with our histological and lineage-tracing characterization (Fig. 2 and Extended Data Figs. 3c,d and 4), the scRNA-seq analysis revealed a marked degree of heterogeneity in the expression of the fibroblast marker *Pdgfra* (Fig. 3c). 

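The fibroblast-like cells formed 6 clusters and were clustered again at resolution 0.5 on variable genes without Pdgfra and without the genes the paper names for the populations. This gave 16 sub-clusters, of which 4 with 185 cells in all were set aside because endothelial, glial, macrophage or mesothelial genes led them. Pdgfra (ENSMUSG00000029231) lies on chromosome 5 from 75152292 to 75198215. Its mean level, with libraries weighted equally, ran from 347.1 to 1870 CPM over the 12 sub-clusters used. The 2 sub-clusters above the midpoint of 1109 CPM were taken as Pdgfra high. One held 2509 cells, was led by Prkar2b, Thbs2 and Lama1 and had 1870 CPM, and the other held 4344 cells, was led by Dlk1 and Stc2 and had 1119 CPM, close to the midpoint. The other sub-clusters were taken as Pdgfra low. Of these, the sub-clusters of 4696 cells at 639 CPM and of 4460 cells at 387 CPM were led by Has1 and Cxcl1 with other stress or inflammation genes, such as Il6 and Socs3 in the first and Ccl2, Junb and Zfp36 in the second. The sub-clusters of 2916 cells at 347.1 CPM and of 291 cells at 453 CPM were led by the interferon genes Ifit1, Ifit3 and Isg15, and that of 3558 cells at 611 CPM by Clec2d and Adgrg2. A single library gave 86.7% of the 4460 cells and another 90.0% of the 2916 cells. In counts summed per library, Pdgfra ran from 255 to 822 CPM (median 559) in the Pdgfra low cells of the 12 libraries with at least 20 of them and from 1065 to 1601 CPM (median 1432) in the Pdgfra high cells of 8. Within the 7 libraries with enough cells of both populations, all of batch 2, the log2 fold change of Pdgfra in Pdgfra low against Pdgfra high cells was -1.07 (standard error 0.07, adjusted p = 4.83e-09, edgeR), and the level was higher in Pdgfra low cells in 0 of 7. The populations were formed by their Pdgfra level, so that this value describes them and is no independent test. Their Pdgfra low cells numbered 67 to 3795 per library with 535065 to 28038310 UMIs in all, and their Pdgfra high cells 68 to 2109 with 420817 to 13268709.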

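Pdgfra low fibroblasts, as defined by the Pdgfra level of their sub-cluster, were found in all 17 libraries, and Pdgfra high fibroblasts in 9. Both populations could be examined per library but not per condition. In the 9 libraries with both, Pdgfra low cells made up 21.1% to 66.9% of the fibroblasts in both populations. The largest of these libraries, channels 6, 7 and 11 of batch 2 with 5597, 5904 and 3154 fibroblasts, had 65.6% (exact 95% binomial interval 64.4 to 66.9), 64.3% (63.0 to 65.5) and 45.1% (43.3 to 46.8). Channel 12 of batch 2 had 35.8% of 1088, channel 9 50.0% of 346, channel 10 66.9% of 257 and channel 8 49.6% of 135, and channels 4 and 5 of batch 1 had 23.1% of 65 and 21.1% of 19, with an interval of 6.05 to 45.6 in the last. The remaining 8 libraries held no cell of a Pdgfra high sub-cluster. Of these, channels 1 and 2 of batch 2 had 0 of 4024 and 0 of 3267, which allows a share of Pdgfra high cells of up to 0.0746% and 0.0918%. Channel 4 of batch 2 had 0 of 164 (up to 1.83%), and channels 3 and 1 of batch 1 had 0 of 145 and 0 of 123 (up to 2.07% and 2.44%). The last 3 of the 8 held 7 to 11 fibroblasts, for which a share of up to 27.3% or more is allowed. Intervals and limits cover counting error only. Over the 17 libraries the median share of Pdgfra low cells was 66.9%. When cells were split by a score of the 50 leading genes each way of the control part of Supplementary Table 6 in place of sub-clusters, a table of which 1998 genes were used here and the rest not, the median was 45.8% and no library other than channel 2 of batch 1 and channels 3 and 5 of batch 2 was without Pdgfra high cells. With the sub-cluster next to the midpoint counted as Pdgfra low, a choice made after the data were seen, it was 95.2%.

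**Figure D1:**
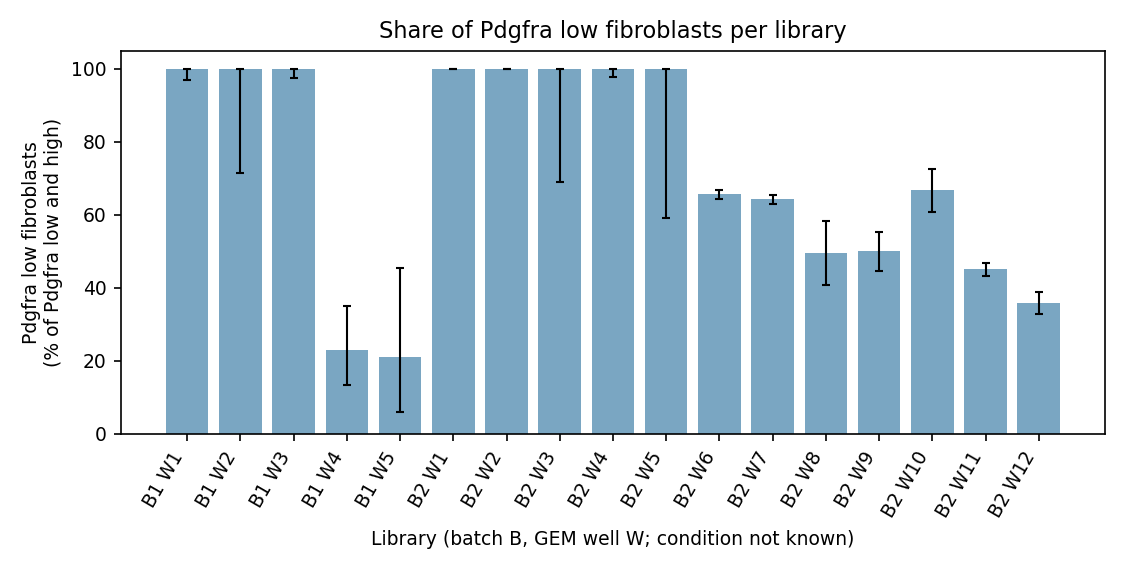
Share of Pdgfra low cells among the fibroblasts of each library, in percent, with exact 95% binomial intervals, by batch and channel. The 9 libraries with both populations lie between 21.1% and 66.9%, and the other 8 at 100%.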

Distinctive *Pdgfra*^*low*^ and *Pdgfra*^*high*^ fibroblast populations were present across conditions (Supplementary Table 5). 

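Between Pdgfra low and Pdgfra high fibroblasts 11458 genes were tested over the 7 libraries, and 3073 were called, 1304 higher and 1769 lower in Pdgfra low cells. Of these, 2003 changed in the same direction in all 7 libraries, and 896 were among the 2000 genes used to form the sub-clusters. The count describes populations formed from the same cells and is no test of whether they exist. The alternative that moved the count most, no filter on low counts, gave 4462 genes, and without single libraries it was 2514 to 3568. Fn1, which encodes fibronectin (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200), ran from 1442 to 3765 CPM (median 2226, 12 libraries) in Pdgfra low cells and from 246 to 372 CPM (median 307, 8 libraries) in Pdgfra high cells. Its log2 fold change was 2.99 (standard error 0.10, adjusted p = 2.66e-12, edgeR), between 2.50 and 3.42 in single libraries. Has1, a hyaluronan synthase gene on chromosome 17 (ENSMUSG00000003665, 17843323 to 17855205), had the largest change of the genes named for this population, with a log2 fold change of 5.55 (standard error 0.18, adjusted p = 2.65e-12, edgeR) that varied from 3.45 to 7.97 between libraries. It was also among the genes that led the stress sub-clusters of Pdgfra low cells, and without these, a choice made after the data were seen, its log2 fold change was 2.49. Has2 (ENSMUSG00000022367, chromosome 15 from 56665627 to 56694539) followed with 3.43. The microfibril genes Mfap5 (ENSMUSG00000030116, chromosome 6 from 122505845 to 122529290) and Fbn1 (ENSMUSG00000027204, chromosome 2 from 125300594 to 125507993) had 3.03 and 1.69. Cd248 (ENSMUSG00000056481, chromosome 19 from 5068078 to 5070682), Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) and Loxl2 (ENSMUSG00000034205, chromosome 14 from 69609068 to 69695834) had 2.80, 1.46 and 0.96. The standard errors of these 6 genes were 0.08 to 0.14 and the largest of their adjusted p-values was 1.02e-07 (edgeR), and each was higher in Pdgfra low cells in 7 of 7 libraries. All 8 named genes were called, also when adjusted over the list alone. In the table of all genes, the largest changes alike in every library were those of Cldn3 (5.85), Has1 and Efhd1 (5.34) upwards, and of Folr1 (-7.78), Rgs7 (-7.32) and Olfm2 (-7.06) downwards.

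**Figure D2:**
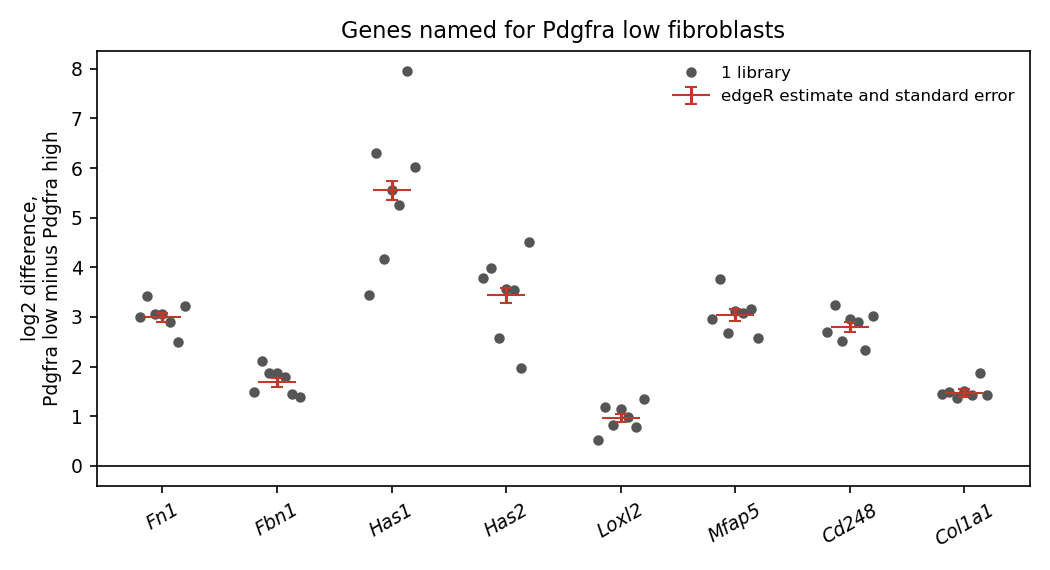
Log2 difference between Pdgfra low and Pdgfra high fibroblasts for the 8 genes Fn1, Fbn1, Has1, Has2, Loxl2, Mfap5, Cd248 and Col1a1. Points are the 7 libraries and red bars the edgeR estimate with its standard error; every point lies above 0.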

*Pdgfra*^*low*^ fibroblasts expressed higher levels of genes encoding structural (scaffolding matrix) ECM components (such as *Fn1*, *Fbn1*, *Has1*, *Has2*, *Loxl2*, *Mfap5*, *Cd248* and* Col1a1*)^33^ common in loose connective tissue. 

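For the 10 collagen, laminin and thrombospondin genes Col6a3, Col5a3, Col4a1, Col4a2, Col8a1, Col15a1, Col13a1, Lama1, Thbs1 and Thbs2, 7 were called as higher in Pdgfra high fibroblasts, the same number when adjusted over the list alone. Of the other genes, 1 was called in the opposite direction and 2 were not called. Log2 fold changes are again those of Pdgfra low against Pdgfra high cells, so that a negative value stands for a higher level in Pdgfra high cells. Lama1 (ENSMUSG00000032796, chromosome 17 from 67697259 to 67822647) had -5.46 (standard error 0.26, adjusted p = 9.30e-11, edgeR) and Thbs2 (ENSMUSG00000023885, chromosome 17 from 14665500 to 14694235) had -4.10 (standard error 0.11, adjusted p = 5.45e-13, edgeR). Both also led a Pdgfra high sub-cluster, although neither was used to form the sub-clusters. Thbs1 (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133) had -2.69 and Col13a1 (ENSMUSG00000058806, chromosome 10 from 61838236 to 61979108) had -2.18, the latter from only 796 UMIs and between -3.63 and -0.30 in single libraries. Col5a3 (ENSMUSG00000004098, chromosome 9 from 20770050 to 20815067) had -0.90, lower in Pdgfra low cells in all 7 libraries. Col4a1 (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) and Col4a2 (ENSMUSG00000031503, from 11312805 to 11449287) lie next to each other and overlap at their ends on opposite strands, so that a few counts may be shared. They had -0.67 and -0.62 (standard errors 0.09 and 0.10, adjusted p = 9.96e-06 and 7.75e-05, edgeR), and Col4a2 was higher in Pdgfra low cells in 1 of 7 libraries. Col8a1 (ENSMUSG00000068196, chromosome 16 from 57624258 to 57754737) was higher in Pdgfra low cells in 7 of 7 libraries, with 0.82 (standard error 0.09, adjusted p = 1.82e-06, edgeR). Col6a3 (ENSMUSG00000048126, chromosome 1 from 90765923 to 90843971) had -0.32 (standard error 0.10, adjusted p = 0.0157, edgeR), under the limit on size, and was called with the score of 50 genes each way from Supplementary Table 6, the paper's own table of these populations (-0.74), and at resolution 0.25 (-0.72). Col15a1 (ENSMUSG00000028339, chromosome 4 from 47208161 to 47313167) had -0.04 (standard error 0.10, adjusted p = 0.773, edgeR) and was lower in Pdgfra low cells in 4 of 7 libraries. It was called as lower with the score (-1.57) and under the stricter filter on cells (-0.59), and had 0.54 with the sub-cluster next to the midpoint counted as Pdgfra low. With that last choice, made after the data were seen, Col4a1 (-0.47) and Col4a2 (-0.47) fell under the limit on size, as did Col4a2 without the sub-clusters led by Has1 and Cxcl1 (-0.50).

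**Figure D3:**
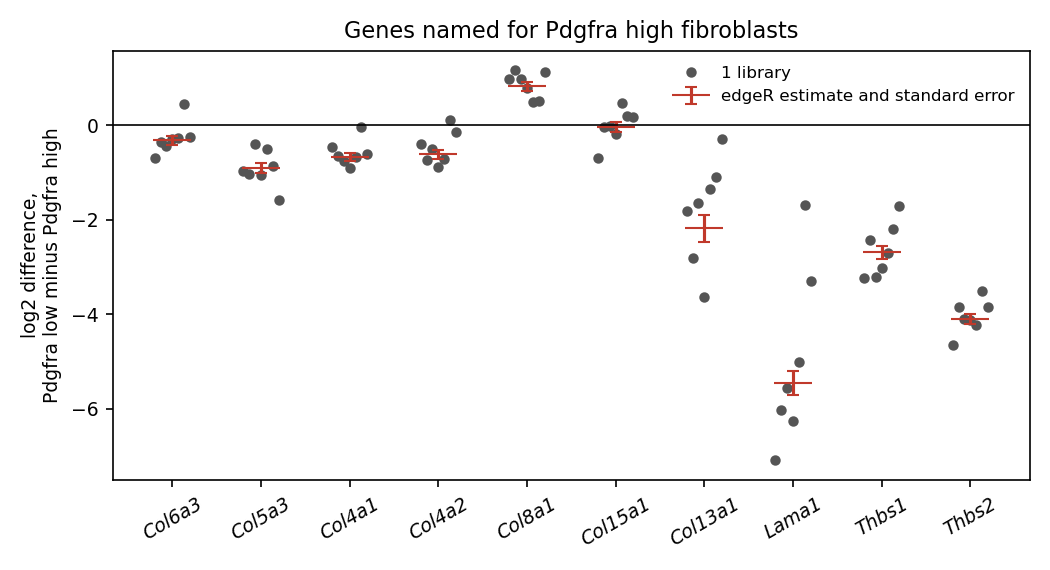
Log2 difference between Pdgfra low and Pdgfra high fibroblasts for the 10 genes Col6a3, Col5a3, Col4a1, Col4a2, Col8a1, Col15a1, Col13a1, Lama1, Thbs1 and Thbs2. Points are the 7 libraries and red bars the edgeR estimate with its standard error; the points of Col8a1 all lie above 0 and those of Col15a1 on both sides.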

*Pdgfra*^*high*^ fibroblasts instead showed an enrichment of genes encoding ECM fibrillar (underlying matrix) collagens (*Col6a3* and *Col5a3*), vascular support collagens (such as *Col4a1/2*, *Col8a1*, *Col15a1* and *Col13a1*) and other basement-membrane components^33^ (such as *Lama1* and *Thbs1/2*; Fig. 3d, Extended Data Fig. 6a–c and Supplementary Table 6). Accordingly, immunolabelling of *Pdgfra*-derived clones (Extended Data Fig. 4j) in the lamina propria and submucosae, respectively, revealed increased fibronectin production in the *Pdgfra*^*low*^ fibroblast compartment (Extended Data Fig. 6d).

We then investigated the tumour-specific transcriptional signature of the *Pdgfra*^*low*^ niche-forming fibroblasts. Fibroblasts in cluster 19 (C19), enriched in pre-neoplastic tumour stroma (Extended Data Fig. 6e), showed a significant upregulation of matrisome genes associated with wound healing/fibrosis^9,34^ (matrix deposition: Fn1, Fbln5, Tnxb, Cd248, Vim, Plaur, Mfap5; thrombospondins: Thbs1, Thbs3; collagens: Col3a1, Col1a1/2, Col5a3; remodelling: Timp1, Adam9, Loxl1; other factors: Fgfr2, Bmp1, Bmp6, Cx3cr1; Extended Data Fig. 6f and Supplementary Tables 7 and 8). The pro-fibrotic nature of these niche fibroblasts was supported by immunolabelling of both nascent and surviving tumours (Fig. 3e and Extended Data Fig. 6g), as well as by second-harmonic generation (SHG) imaging, which showed a marked ECM remodelling in the tumour niche (Extended Data Fig. 6h–j). Accordingly, alterations in integrin α6 (CD49f) expression in nascent epithelial tumour cells hinted at ‘wound healing-like’ changes in epithelial–ECM interactions^35^ (Extended Data Fig. 6k). Together, these findings pointed at the activation of a tissue repair response in the stroma of early tumours, in line with the long-standing notion that tumours are “wounds that do not heal”^36^.

We next explored whether niche-forming fibroblasts (C19) in long-term surviving tumours presented a CAF signature. Despite a subtle upregulation of a reduced subset of CAF-associated genes^12,28,37–39^ (*Vim*, *S100a4*, *Mfap5* and *Col1a2*; Extended Data Fig. 6l–n), their expression at the protein level (VIM, FSP and FAP) remained largely unaltered or undetectable (Extended Data Fig. 6o). Accordingly, fibroblast proliferation did not show significant changes^28^ (Extended Data Fig. 6p). These observations indicate that Niche+ fibroblasts in surviving dysplastic tumours lack a fully established CAF phenotype. However, the presence of nuclear YAP and the profibrotic nature of Niche+ fibroblasts point to a pre-CAF state^30^ (Extended Data Fig. 3e), transitioning to myCAFs at more advanced stages (invasive squamous cell carcinomas 14 months after treatment; Extended Data Fig. 6q). Label-transfer analysis from the fibroblast atlas in ref. ^40^ indicated that tumour niche fibroblasts probably derive from universal, rather than tissue-specific, fibroblast populations. *Pdgfra*^*low*^ fibroblasts, including tumour-enriched cluster 19, partly recapitulated the transcriptional signature of the *Pi16*^+^ universal population, whereas *Pdgfra*^*high*^ fibroblasts aligned with the *Col15a1*^+^ universal fibroblast subset (Extended Data Fig. 6r,s).

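The transfer of labels from a fibroblast atlas was not repeated here, and the single genes that name the universal populations were compared between Pdgfra low and Pdgfra high fibroblasts over all conditions together. Pi16 (ENSMUSG00000024011, chromosome 17 from 29317680 to 29330593) ran from 992 to 2453 CPM (median 1685) in the Pdgfra low cells of 12 libraries and from 243 to 836 CPM (median 455) in the Pdgfra high cells of 8. Its log2 fold change within libraries was 2.45 (standard error 0.12, adjusted p = 2.46e-10, edgeR), higher in Pdgfra low cells in 7 of 7 libraries and 1.78 to 3.07 in single ones. Pi16 was left out of the genes that formed the sub-clusters and was among the leading genes of 1 Pdgfra low sub-cluster. Col15a1, the other marker, was not called within libraries. In the 7 with enough cells of both populations it ran from 166 to 415 CPM in Pdgfra low and from 197 to 417 CPM in Pdgfra high cells. In the Pdgfra low cells of the other 5 libraries, which held no Pdgfra high cell, it ran from 1.59 to 19.4 CPM. It was among the leading genes of 2 small Pdgfra low sub-clusters of 301 and 104 cells.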

To assess whether stromal genetic alterations drive the tumour niche phenotype, we performed deep-targeted sequencing of 192 cancer-related genes^22^ (Supplementary Table 9). The results argued against somatic mutations in fibroblasts being responsible for precancerous niche formation. The data revealed that DEN treatment induces gene perturbations, mainly in the epithelial compartment, showing a minimal mutational burden in the tumour stroma that matched the level of untreated or internal DEN control samples (Extended Data Fig. 7a,b).

In contrast to nascent stages (Fig. 2b,c), we found that, as tumours progressed, they showed a marked remodelling of the vascular network and an increased immune infiltrate (Extended Data Fig. 7c,d). In line with previous findings, transcriptional analysis revealed notable changes in the immune-cell composition in long-term surviving tumours, indicative of active immune-cell recruitment with progression towards an immunosuppressive microenvironment at later stages^41^ (Extended Data Fig. 7e–h and Supplementary Table 10).

Taken together, our data reveal a significant stromal reorganization in surviving tumours. Analysis of lamina propria-derived *Pdgfra*^*low*^ fibroblasts was consistent with a notable fibrotic ECM remodelling in the precancerous niche, before the emergence of a fully established CAF phenotype.

## Nascent tumour heterogeneity

Next, we explored the epithelial transition from healthy and normal to pre-neoplastic states. Pseudotime analysis revealed two distinctive basal cell trajectories denoting tumour and non-tumour states. These trajectories largely converged in committed and differentiating cells (Fig. 3f and Extended Data Fig. 8a–f). 

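Basal-like cells were scored for modules 1 and 12 of Supplementary Table 11 by the area under the curve over the top 5% of genes, as AUCell does. That table was used with 1066 genes in all, fewer than the paper counts, so that both modules may be incomplete. Of the 75 and 229 genes held for them, 73 and 222 were found in the matrices. The genes the paper names for the states were left out of the modules before scoring, 1 of module 1 and 32 of module 12. Whole modules are those held with these genes kept. Cells above the 80th percentile for module 12 were taken as Tumour 12, and those above it for module 1 only as Tumour 1. This gave 1581 Tumour 12, 517 Tumour 1 and 5807 other basal-like cells. The states are ranges of a score, with 161 cells within 10% of the limit of module 12 and 3134 within 10% of that of module 1. When every cell was thinned to 3000 UMIs before scoring, 1524 of 1580 Tumour 12 cells had been Tumour 12 without thinning. Of 552 Tumour 1 cells only 239 had been Tumour 1, so that most labels of this state changed with thinning. With the whole modules, 1581 cells were Tumour 12 and 504 Tumour 1. For these, the median level of Krt5 was 39.3 per 10000 UMIs in Tumour 12, 25.9 in Tumour 1 and 14.7 in other basal-like cells, and that of the suprabasal gene Krt13 was 0.420, 70.8 and 134. Median depths were 22323, 28328 and 13978 UMIs per cell. In the fibroblasts of 13 libraries Krt6a and Krt17 had medians of 1.31 and 0.271 CPM (up to 61.6 and 44.6), read as free RNA. Medians were 3.29 and 1.33 CPM in endothelial-like cells (up to 72.25 and 46.9) and 3.59 and 1.78 CPM in immune-like cells (up to 92.6 and 55.2). These highest values came from channels 9 and 10 of batch 2. There other basal-like cells had 267 and 5244 CPM of Krt6a and 300 and 2419 CPM of Krt17. Krt6a (ENSMUSG00000058354, chromosome 15 from 101689910 to 101694307) ran from 182 to 5217 CPM (median 1383, 8 libraries) in Tumour 12 cells, from 4.75 to 1308 CPM (median 277, 6 libraries) in Tumour 1 cells and from 0 to 5244 CPM (median 76.8, 13 libraries) in other basal-like cells. Krt17 (ENSMUSG00000035557, chromosome 11 from 100256217 to 100261029) had medians of 2216, 699 and 26.0 CPM. Against other basal-like cells, Tumour 12 cells were tested in 6 libraries, with 350122 to 16938915 UMIs per population and library, and Tumour 1 cells in 5, with 437817 to 41256466. Over all genes, 2365 of 9537 were called in Tumour 12 cells (1172 higher, 1193 lower), or 1481 without channel 8 of batch 2, and 1347 of 8908 in Tumour 1 cells (745 higher, 602 lower), or 768 without channel 2 of batch 2. In Tumour 12 cells the log2 fold change was 2.05 for Krt6a (standard error 0.36, adjusted p = 0.00228, edgeR) and 2.60 for Krt17 (standard error 0.42, adjusted p = 0.00127, edgeR), and both were higher in 6 of 6 libraries, although in channel 10 of batch 2 Krt6a was apart by only 0.07 after TMM and its CPM was lower in Tumour 12 cells (4367 against 5244). In Tumour 1 cells it was 1.20 for Krt6a (standard error 0.24, adjusted p = 0.00322, edgeR), higher in 5 of 5, and 1.61 for Krt17 (standard error 0.37, adjusted p = 0.00708, edgeR), higher in 3 of 5. All 4 values were called, both over all genes and when adjusted over the list alone, but none was with the alternative that moved this most, libraries as independent samples without a block (1.03 and 2.60 in Tumour 12, 1.56 and 2.41 in Tumour 1). With cells thinned to 3000 UMIs before scoring, Krt6a (0.46) and Krt17 (0.24) were not called in Tumour 1, and with at least 50 cells per population Krt17 was lower in Tumour 1, at -0.61. The basal-like cells included a cluster of 3481 cells that was led by Adh7 and had none of the basal markers among its leading genes, with medians of 2.52 per 10000 UMIs for Krt5 and 187 for Krt13. It gave 3265 of the other basal-like cells, 216 Tumour 1 cells and no Tumour 12 cell. Without it, a choice made after the data were seen, the remaining cells were scored again. This gave 885 Tumour 12 and 467 Tumour 1 cells. Of the 6 libraries of the Tumour 12 test, only channel 3 of batch 2 held cells of this cluster, 17. Changes in Tumour 12 cells can thus come from the new limits on the scores and the 5 libraries then tested, beyond the removal. The log2 fold changes in Tumour 12 cells were then 1.04 for Krt6a and 1.13 for Krt17. In Tumour 1 cells they were 0.53 for Krt6a, no longer called, and 0.93 for Krt17. Between Tumour 12 and Tumour 1 cells neither gene was called, with 0.23 for Krt6a and -0.24 for Krt17.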

Gene score enrichment analysis of tumour-specific gene modules identified by pseudotime analysis revealed further heterogeneity in epithelial tumour states, referred to as Tumour 1 and Tumour 12 (Fig. 3f, Extended Data Fig. 8d–h and Supplementary Tables 11–13), that expressed increased levels of the early tumour markers *Krt6a* and *Krt17* (refs. ^1,21^) (Extended Data Fig. 8i).

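Tumour 12 and Tumour 1 cells were compared in the 3 libraries with at least 20 cells of both, channels 1 and 4 of batch 1 and channel 9 of batch 2. With whole modules they held 960 Tumour 12 cells with 1684922 to 16974052 UMIs per library and 113 Tumour 1 cells with 964047 to 1711674. With the genes the paper names left out of the modules, it was 956 with 1568155 to 16938915 and 118 with 1051961 to 1776172. With whole modules and over the genes outside them, 242 of 8961 genes were called, 204 higher and 38 lower in Tumour 12 cells, each in the same direction in all 3 libraries. This count is not stable, since the alternatives run from 0 without the library as a block (edgeR, with 545 genes at an unadjusted p under 0.05, and 103 by DESeq2 with the block) to 1416 with the 80th percentile taken within each library, and it was 83 without channel 4 of batch 1, 153 without channel 9 of batch 2 and 515 without channel 1 of batch 1. Without the cluster of basal-like cells led by Adh7, a choice made after the data were seen, it was 939, over 4 libraries. The remaining cells were scored again for this. Of the 3 libraries above, only channel 1 of batch 1 held cells of that cluster, 2, so that their removal alone can hardly set the change. The largest changes alike in every library were those of Edn2 (4.83), Cxcl2 (4.56) and C2cd4b (4.28) upwards, and of Gsta2 (-1.49), Gsta1 (-1.36) and Bst2 (-1.35) downwards. Cxcl2 fell to -0.44 with the percentile within each library, and Bst2 was not called without channel 4 of batch 1 (-1.48) or channel 9 of batch 2 (-0.99). For the genes named in the paper, all of which were left out of the modules before scoring, 51 were listed, 49 had enough counts and 32 were called, or 40 when adjusted over the list alone. Since the study chose this list on the same libraries, neither count is independent evidence, nor are the signs of the changes. Leaving the genes out does not part them from the scores. Cells were still ranked by the rest of modules that the study formed by shared expression in these libraries. With whole modules, 19 listed genes outside them had enough counts, and 7 of these were called. All 49 had a positive log2 fold change, and 22 to 35 were called with single libraries left out. For tissue development and morphogenesis, Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had 1.86 (standard error 0.15, adjusted p = 0.000995, edgeR), and Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) had 1.90 (adjusted p = 0.0407, edgeR) but was not called without channel 4 of batch 1 (2.35) and had 1.13 without channel 9 of batch 2. Sox4 (1.12) and Foxa1 (0.97) were not called, but were without channel 1 of batch 1 (1.53 and 1.45) and under some other alternatives, Cdh1 had 0.08, and Cdh4 had too few counts. For hypoxia, Cited2 (2.62), Edn1 (2.12), Vegfa (1.84) and Sirt1 (1.57) were called, and Hmox1 (0.72) was not. For EGFR signalling, Hbegf (ENSMUSG00000024486, chromosome 18 from 36504927 to 36515805) had 2.57 (standard error 0.15, adjusted p = 0.000134, edgeR) and Areg (ENSMUSG00000029378, chromosome 5 from 91139599 to 91148432) had 2.47 (standard error 0.27, adjusted p = 0.00198, edgeR), both higher in 3 of 3 libraries. Epha2 (1.94) and Nrg1 (1.35) were called too, the latter not without channel 4 of batch 1 (1.55) or channel 9 of batch 2 (0.78), whereas Nrg2 (0.64) and Egfr (0.10) were not. For the remaining stress pathways, 9 genes were called, of which Ptgs2 (2.35) was largest and Ccng2 (1.25) smallest, and Tead1 (0.37), Rela (0.42), Nfkb1 (0.05) and Tnfaip3 (1.52) were not. Ptgs2, Id1, Id2 and Id3 were not called without channel 4 of batch 1 (2.64, 1.07, 1.62 and 2.03), Ptgs2 had 1.20 without channel 9 of batch 2, and Tnfaip3 was called without channel 1 of batch 1 (2.38). Without the cluster led by Adh7, the log2 fold changes were 1.08 for Hbegf and 1.19 for Areg, and 46 listed genes were called.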

Gene set enrichment analysis revealed a unique signature in Tumour 12 cells (Extended Data Fig. 8j,k), enriched for genes related to cancer-associated processes such as tissue development and morphogenesis (*Cdh1*, *Cdh4*, *Sox4*, *Klf4*, *Sox9* and *Foxa1*), hypoxia (*Hmox1*, *Vegfa*, *Edn1*, *Cited2* and *Sirt1*) and stress-induced pathways, including EGFR (*Areg*, *Hbegf*, *Nrg1*, *Nrg2*, *Egfr*, *Epha2* (ref. ^42^) and *Lamc2* (ref. ^43^)), Hippo, TNF, p53 and TGF-β (*Tead1*, *Tnfaip3*, *Nfkbia*, *Ccng2*, *Rela*, *Nfkb1*, *Ptgs2*, *Gadd45a*, *Cdkn1a* and *Id1-4*) (Extended Data Fig. 8k and Supplementary Table 14). This was reinforced by increased levels of genes encoding transcription factors associated with a tumour stress response (*Jun*, *Fos*, *Fosb*, *Runx1*, A*tf3*, *Egr1*, *Egr3* and *Myc*)^41,44–48^ (Extended Data Fig. 8l). 

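The 8 transcription factor genes were each called as higher in Tumour 12 than in Tumour 1 cells, in 3 of 3 libraries. Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039) had the largest log2 fold change, 4.46 (standard error 0.40, adjusted p = 0.00114, edgeR), with 2.95 to 5.96 in single libraries. Fosb (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051), Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984), Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273), Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) and Egr3 (ENSMUSG00000033730, chromosome 14 from 70077203 to 70082614) had 3.23, 3.17, 2.84, 2.61 and 2.22, with standard errors of 0.26 to 0.38 and adjusted p-values of at most 0.00438 (edgeR). Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) had 1.22 (standard error 0.23, adjusted p = 0.0232, edgeR) and Runx1 (ENSMUSG00000022952, chromosome 16 from 92601466 to 92826149) had 0.83 (standard error 0.17, adjusted p = 0.0358, edgeR). Neither was called without channel 4 of batch 1, with 1.27 and 0.90, nor Runx1 without channel 9 of batch 2, with 0.60. Without the cluster led by Adh7 these genes had smaller changes, 2.08 for Atf3 and 1.29 for Jun. A list of 14 immediate-early genes lies wholly within module 12. In 5 libraries its level in Tumour 12 cells differed by a median log2 of 3.71 from other basal-like cells, -0.19 from fibroblasts and -0.04 from endothelial-like cells, and was lower than in immune-like cells in 5 of 5, by -1.44 to -0.38. Module 12 as a whole was higher in Tumour 12 cells than in fibroblasts in 5 of 5, by a median of 0.60.

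**Figure D4:**
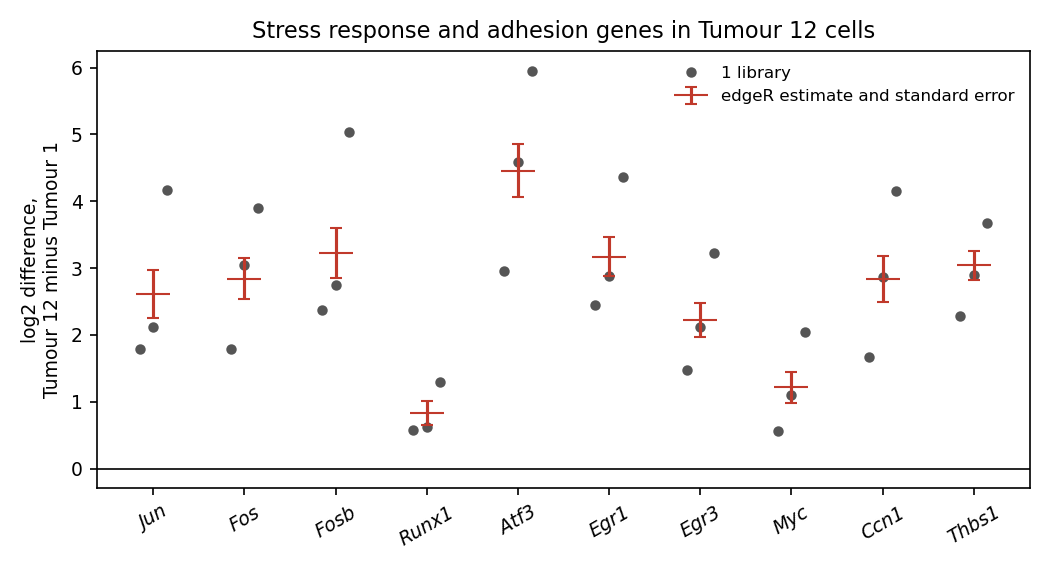
Log2 difference between Tumour 12 and Tumour 1 cells for Jun, Fos, Fosb, Runx1, Atf3, Egr1, Egr3, Myc, Ccn1 and Thbs1, which were left out of the modules before cells were scored. Cells were ranked by the rest of the modules, which the study formed on the same libraries, so that the differences are no independent test. Points are the 3 libraries and red bars the edgeR estimate with its standard error; every point lies above 0.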

Crucially, validation at the protein level further supported the heterogenous nature of the epithelial cells populating nascent early tumours, with Tumour 12 markers staining only a subset of tumour cells (Fig. 3g and Extended Data Fig. 8m,n).

Further expression changes in Tumour 12 comprised the upregulation of genes associated with stromal communication, including cell adhesion (*Col12a1*, *Itgav*, *Itga2*, *Itgb6*, *Lama3*, *Vcl*, *Cadm1*, *Icam1* and *Runx1* (ref. ^49^)), as well as ECM breakdown (*Adamst1* (ref. ^50^)). 

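Among the genes for adhesion and for breakdown of the extracellular matrix, Adamts1 (ENSMUSG00000022893, chromosome 16 from 85793827 to 85803113), Icam1 (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817), Itgb6 (ENSMUSG00000026971, chromosome 2 from 60598292 to 60722643) and Runx1 were called as higher in Tumour 12 than in Tumour 1 cells. Adamts1 had a log2 fold change of 2.59 (standard error 0.30, adjusted p = 0.00203, edgeR), Icam1 1.58 (standard error 0.26, adjusted p = 0.0121, edgeR) and Itgb6 1.26 (standard error 0.25, adjusted p = 0.0327, edgeR), each higher in 3 of 3 libraries. Icam1 was not called without channel 4 of batch 1 (1.23), and Itgb6 not without any 1 of the libraries (1.20 to 1.34). The other genes were not called, with 0.74 for Lama3, 0.60 for Itga2, 0.52 for Vcl, 0.09 for Itgav, 0.03 for Cadm1 and 0.02 for Col12a1, over 3 libraries whose values for Col12a1 ran from -0.36 to 2.50. Without the cluster led by Adh7, Lama3 (0.63), Itga2 (0.71), Vcl (0.60), Cadm1 (0.52) and Col12a1 (0.80) were called, and Itgav (0.39) was not.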

Increased expression of the cell-adhesion genes *Ccn1*, *Ccn2* (ref. ^51^) and *Thbs1* (ref. ^52^ was of particular interest, owing to their recognized role in communication with fibroblasts (Extended Data Fig. 8l).

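Ccn1 (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981, listed as Cyr61) had a log2 fold change of 2.84 between Tumour 12 and Tumour 1 cells (standard error 0.34, adjusted p = 0.00226, edgeR), and Thbs1 had 3.04 (standard error 0.22, adjusted p = 0.000436, edgeR), both higher in 3 of 3 libraries. Ccn2 (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683, listed as Ctgf) had too few counts for this test, and had 3.56 without the filter on low counts and 4.53 without channel 1 of batch 1. Against other basal-like cells of 6 libraries, Ccn1 had 4.43 and Ccn2 3.81 (standard error 0.38, adjusted p = 5.51e-05, edgeR), both higher in 6 of 6, and Thbs1 had 3.03, higher in 5 of 6. Ccn2 had 1.77 there when doublets were kept, and was not called.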

Since the data so far had indicated that there was close communication between Tumour 12 epithelial and stromal cells, we reasoned that Tumour 12 cells could be linked to the emergence of the tumour niche, and thereby to tumour persistence and survival. Indeed, SOX9 expression, used as a proxy to mark the Tumour 12 state (alongside KRT6A and/or KRT17 (refs. ^1,21^)), was expressed mainly in early tumour cells in direct contact with the niche (Extended Data Fig. 8o), indicative of their close interaction. Accordingly, nascent Niche+ tumours showed significantly higher SOX9 expression than Niche− tumours did (Fig. 3h and Extended Data Fig. 9a–c).

To explore whether SOX9^+^ cells were associated with the formation of the pre-neoplastic tumour niche, we took advantage of sporadic clusters of KRT6A^+^ and SOX9^+^ cells in phenotypically normal (non-tumour) regions of DEN-treated tissue, potentially marking prospective tumour cells before lesion formation. Isolated SOX9^+^ cell clusters showed signs of fibroblast attraction, presenting fibroblasts in closer proximity and at a higher density than in the surrounding tissue (Fig. 3i and Extended Data Fig. 9d–f). Overall, these data establish the Tumour 12 state as a relevant player in early tumour stromal remodelling and niche formation. Accordingly, SOX9 depletion in *Krt14-Cre*^*ER*^; *Sox9*^*flox/flox*^ DEN-treated mice (Fig. 3j and Extended Data Fig. 9g) led not only to a significant reduction in early tumour survival (1 month after DEN treatment; Fig. 3j) but also to a reduction in the size of nascent Niche+ tumours compared with that of Niche− tumours (Extended Data Fig. 9h).

## Cell–cell communication in early tumours

To study epithelial–mesenchymal communication in surviving tumours, we assessed ligand–receptor interactions^53^ enriched across coexisting cell populations in DEN-treated tissue (Fig. 4a,b and Extended Data Fig. 10a; fibroblasts: Fig. 3c and Extended Data Fig. 6e; epithelia: Fig. 3f and Extended Data Fig. 8g–k). We analysed interactions between non-tumour cells, including control keratinocytes (non-tumour Krt) and control fibroblasts (*Pdgfra*^*low*^; C19 DEN Fbr used as an internal control), as well as among tumour associated cells; that is, tumour keratinocytes (Tumour 1), tumour niche keratinocytes (Tumour 12) and tumour niche fibroblasts (*Pdgfra*^*low*^; C19 Tumour Fbr). Pro-fibrotic ECM-related pathways were among the top outgoing interactions predicted to preferentially signal from tumour niche fibroblasts to tumour niche keratinocytes. These pathways included laminin, collagen, fibronectin, thrombospondin and tenascin (Fig. 4c). Given its well-established role in ECM assembly and association with fibrosis and advanced cancer progression^54^, we reasoned that fibronectin (FN1) might be a central player modulating ECM interactions across tumour cell compartments. The relevance of FN1 interactions was supported both by the specific upregulation of FN1 receptor genes in tumour niche keratinocytes (receiver cells) and by the increased expression of FN1, at both mRNA and protein level, in tumour niche fibroblasts (sender cells; Fig. 3d,e and Extended Data Figs. 6f,g and 10b). Overall, our analyses predicted robust pro-fibrotic and wound healing epithelial–mesenchymal interactions in surviving tumours.

**Fig. 4:**
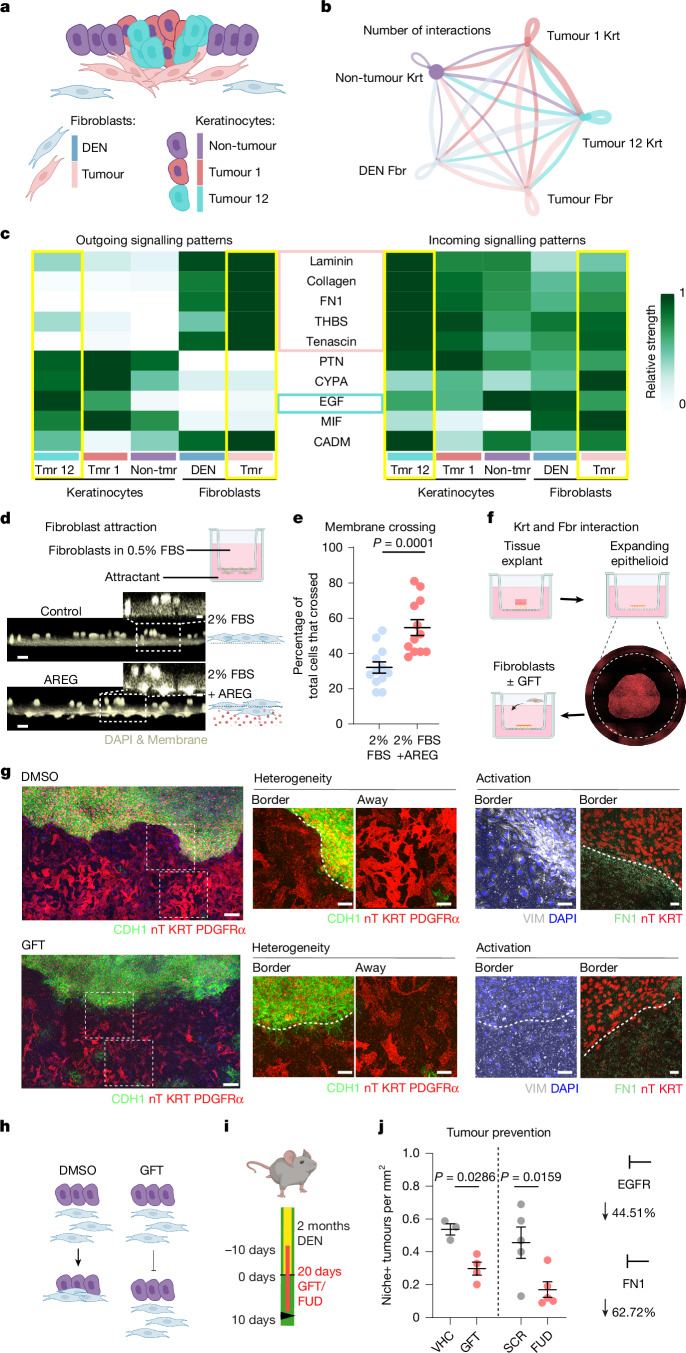
EGF–SOX9–FN1 axis promotes tumour survival. **a**, Cartoon showing the composition of a tumour cell. **b**, The cell–cell communication network. Circles represent cells; circle sizes show cell numbers; and the thickness of the connections represents the number of significant interactions. **c**, Heatmap showing the top 10 signalling predictions. Interactions in Tumour (Tmr) 12 keratinocytes and Tmr fibroblasts are highlighted in yellow. Signals with the strongest interactions in Tmr fibroblasts are highlighted in pink; in Tmr 12, keratinocytes are highlighted in cyan. **d**, Top: schematics of the chemoattractant assay. Bottom: representative images. Scale bars, 25 µm; inset, 10 µm. FBS, fetal bovine serum. **e**, Percentage of fibroblasts crossing the membrane. Data are expressed as mean ± s.e.m. Dots represent replicate cultures from *n* = 4 mice. Significance assessed by one-way Welch’s ANOVA with multiple comparisons (other groups in EDF 10c). **f**, Schematic representation of epithelioid and fibroblast co-culture treated with gefitinib (GFT) or vehicle (DMSO). **g**, Representative images from **f** showing fibroblast interaction with keratinocytes in DMSO and EGFR inhibition (GFT) conditions. Top insets show PDGFRα^+^ fibroblast (red) heterogeneity: PDGFRα^low^ fibroblasts assemble adjacent to keratinocytes, whereas PDGFRα^high^ fibroblasts position further away in controls. Fibroblast activation at the border is labelled by VIM (white) and FN1 (green). This was inhibited in GFT (bottom). Green, CDH1; nT, nuclear Tomato; KRT, keratinocytes, red; blue, DAPI. Scale bars: main, 500 µm; insets, 50 µm. **h**, Schematic representation of keratinocyte–fibroblast interactions under DMSO and GFT conditions. **i**, Experimental protocol of drug intervention with a fibronectin assembly-inhibiting peptide (FUD) or GFT 20-day regimen with the DEN treatment. **j**, Tumour burden decreased in the GFT and FUD groups compared with vehicle (VHC) or scrambled (SCR) control, respectively. Tissues were collected 10 days after DEN treatment. Data are from *n* = 3 (VHC), *n* = 4 (GFT), *n* = 5 (SCR) or *n* = 5 (FUD) mice. Data represent mean ± s.e.m. Significance was assessed by one-tailed Mann–Whitney test. Images were captured by confocal microscopy. Illustrations in **a**,** d**,** f**,** h** and **i** were created in BioRender; Alcolea, M. https://BioRender.com/eghet5p (2026). Source data

Next, we explored outgoing signals from tumour niche keratinocytes. Here, EGF was identified as one of the strongest incoming signals for tumour niche fibroblasts (Fig. 4c). EGF ligands (including AREG and HBEGF) were enriched in tumour niche keratinocytes (sender cells) at both the mRNA and protein levels (Fig. 3g and Extended Data Figs. 8l, m and 10b), with its receptor (EGFR) being markedly expressed in the underlying tumour niche fibroblast population (receiver cells; Extended Data Fig. 10b).

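Tumour niche cells could not be told by condition, so that Areg and Hbegf were examined in Tumour 12 cells and Egfr in all Pdgfra low and Pdgfra high fibroblasts, over libraries of every condition. Areg ran from 70.1 to 285 CPM (median 130, 8 libraries) in Tumour 12 cells, from 0 to 48.5 CPM (median 8.04, 6 libraries) in Tumour 1 cells and from 0 to 20.0 CPM (median 1.39, 13 libraries) in other basal-like cells. It was not specific to keratinocytes, with 34.3 to 546 CPM (median 89.4, 16 libraries) in immune-like cells. Hbegf had medians of 479, 52.2 and 26.2 CPM in the same epithelial populations. It was not specific to them either, with 41.4 to 345 CPM in endothelial-like and 16.1 to 203 CPM in immune-like cells. Between Tumour 12 and other basal-like cells of 6 libraries, the log2 fold change of Areg was 5.07 (standard error 0.44, adjusted p = 1.96e-05, edgeR) and that of Hbegf 3.89 (standard error 0.28, adjusted p = 3.65e-06, edgeR), each higher in 6 of 6. Without the cluster led by Adh7 they were 2.62 and 2.36. Egfr (ENSMUSG00000020122, chromosome 11 from 16752203 to 16918158) ran from 92.2 to 214 CPM (median 165) in Pdgfra low cells and from 84.1 to 131 CPM (median 116) in Pdgfra high cells. Its medians elsewhere were 55.4 CPM in Tumour 12, 55.9 CPM in Tumour 1 and 79.0 CPM (up to 110) in other basal-like cells, 3.06 CPM in endothelial-like and 4.77 CPM in immune-like cells. Its log2 fold change in Pdgfra low against Pdgfra high fibroblasts was 0.71 (standard error 0.07, adjusted p = 6.90e-07, edgeR), higher in 7 of 7 libraries, and 0.41 with the score of Supplementary Table 6 genes, under the limit on size. Of the 14 ligand and FN1 receptor genes listed, 10 had enough counts in Tumour 12 against other basal-like cells, and 5 were called as higher, the same number when adjusted over the list alone. These were Areg, Hbegf, Itga4 (1.73), Itgb6 (1.50) and Sdc4 (0.74), and without channel 9 of batch 2 it was 3, since Itga4 then had too few counts and Itgb6 had 1.12. Itga4 was near the floor, with medians of 6.22 CPM in Tumour 12 and 1.25 CPM in other basal-like cells. It was not specific to keratinocytes, with a median of 157 CPM in immune-like cells. Itgb1 (0.24), Itgav (0.03), Itga3 (-0.03), Cd44 (0.11) and Sdc1 (0.30) were not called. From its analysis of communication between cells, which was not repeated here, the paper identifies EGF as one of the strongest incoming signals of tumour niche fibroblasts, and sets beside it the ligands in keratinocytes and the receptor in fibroblasts.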

The upregulation of both AREG (amphiregulin) and FN1 in nascent tumours (10 days after DEN treatment; Fig. 3e,g and Extended Data Figs. 6g and 8m) highlighted the importance of epithelial–mesenchymal communication from nascent tumour stages.

## EGF–SOX9–FN1 supports tumour survival

Given the well-known role of EGF and FN1 signalling in epithelial–stromal communication during wound healing and tissue damage^55,56^, we reasoned that they might have a similar role in response to DEN-induced genetic stress.

To determine whether tumour niche keratinocytes (Tumour 12) exert their mesenchymal remodelling effect (Fig. 3h,i and Extended Data Figs. 8k,o and 9a–f) through the EGFR pathway (Fig. 4c), we used a chemoattractant assay (Fig. 4d). We found that the EGFR ligand AREG positively stimulated fibroblast migration, confirming that keratinocytes in nascent tumours can promote fibroblast chemotaxis and mesenchymal remodelling through paracrine EGF stimulation **(**Fig. 4d,e and Extended Data Fig. 10c).

We gained further insights into the dynamic nature of epithelial–mesenchymal communication by coculturing regenerative 3D oesophageal cultures (epithelioids^57^) with primary fibroblasts (Fig. 4f). We found that expanding keratinocytes, which exhibit increased levels of stress markers (including SOX9; Extended Data Fig. 10d), prompted fibroblasts to segregate spatially into two distinct populations, mirroring the in vivo scenario. PDGFRα^low^ fibroblasts localized immediately adjacent to the growing epithelium, whereas PDGFRα^high^ fibroblasts were found in distant areas (Fig. 4g and Extended Data Fig. 10e). The interaction between expanding epithelial cells and fibroblasts also led to FN1 deposition and vimentin upregulation in the PDGFRα^low^ population (Fig. 4g and Extended Data Fig. 10e). Gefitinib-mediated inhibition of EGFR signalling in epithelioids further confirmed the role of EGFR signalling in epithelial–mesenchymal communication in a regenerative or stress context, showing reduced epithelial SOX9 expression, diminished fibroblast segregation or compartmentalization, and hindered fibroblast ECM remodelling (Fig. 4f–h and Extended Data Fig. 10d,e). These data directly link EGFR signalling and SOX9 expression in the epithelium with mesenchymal remodelling.

FN1, which is an important component of the fibrotic niche in early tumours (Fig. 3d, e and Extended Data Fig. 6b–g), also represents a critical and well-established regulator of the stromal wound-healing response^58^. To determine whether the newly formed fibronectin-rich tumour niche has a critical role in promoting early tumour growth and survival, we treated established 3D epithelioids (exhibiting steady-state levels of proliferation)^57^ with soluble FN1 for 24 hours. Indeed, FN1 promoted epithelial proliferation (Extended Data Fig. 10f). By contrast, in vivo bleomycin treatment, which promotes tissue fibrosis, resulted in a negligible increase in SOX9 expression in DEN-untreated mice (Extended Data Fig. 10g). These data indicate that, although fibrosis promotes tumour growth, a fibrotic environment alone is not sufficient to drive a pre-neoplastic response.

These ex vivo experiments revealed that the EGF–SOX9–FN1 axis governs epithelial–mesenchymal communication and subsequent tissue reorganization in response to epithelial perturbations. Accordingly, in vivo experiments showed that inhibition of either fibronectin fibrillogenesis (using the functional upstream domain (FUD) peptide)^59^ or EGFR signalling with Gefitinib (GFT) led to a significant reduction in the number of Niche+ tumours (Fig. 4i,j).

Taken together, our results demonstrate the central role of the EGF–SOX9–FN1 axis in early tumour niche formation. In response to genetic stress, SOX9^+^ epithelial cells stimulate fibroblast migration and ECM remodelling through EGF signalling. This, in turn, promotes the formation of a pro-fibrotic, fibronectin-rich tumour scaffold, which favours tumour persistence and progression by perpetuating the pro-tumorigenic phenotype.

## Human tumour niche remodelling

To validate the relevance of our observations in a human context, we analysed chemo-naive early-stage human oesophageal squamous cell carcinomas (T1a, T1b and Tis; Fig. 5a–d) and residual dysplastic tissues after chemotherapy (ypT0; Fig. 5e,f).

**Fig. 5:**
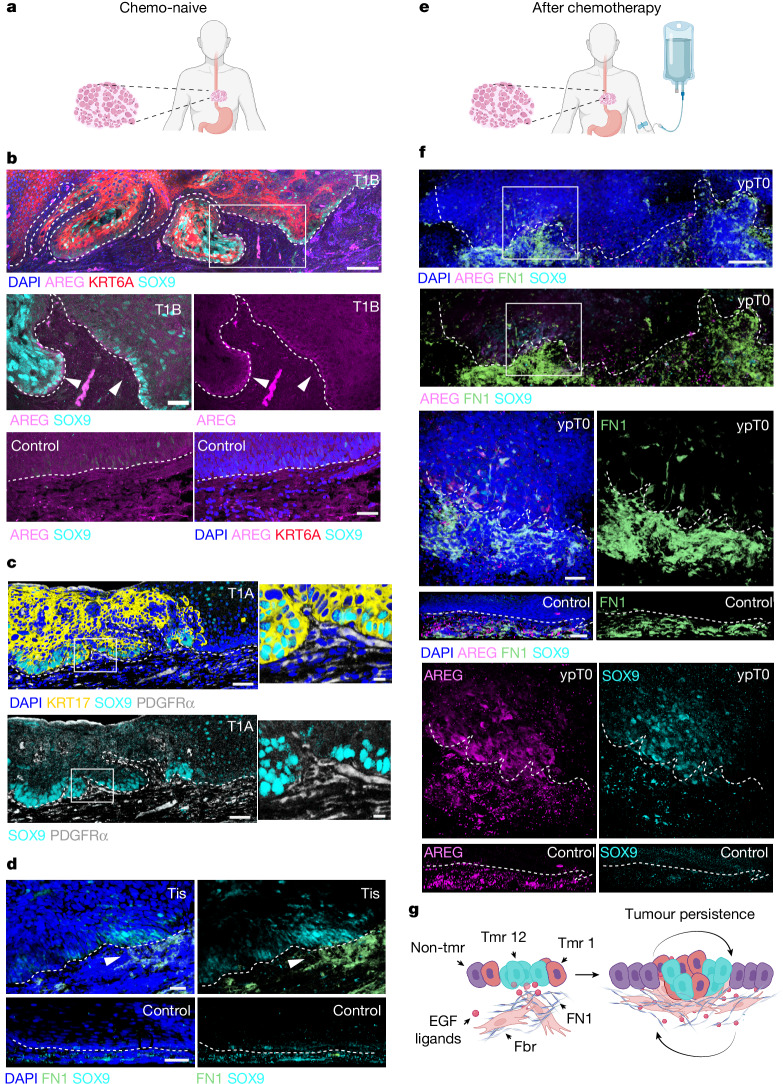
Early tumour niche remodelling in human oesophageal squamous cell carcinoma. **a**, Schematic representation of the tumour sample origin shown in **b**–**d**; tumour resections from human patients performed before chemotherapy (chemo-naive). **b**, Representative confocal image (from *n* = 4 patients) of a T1B tumour section showing widespread KRT6A (red), and heterogenous SOX9 (cyan) and AREG (magenta) expression; blue, DAPI. The control sample is normal area identified by a pathologist in the tumour section. Scale bar, 200 µm; in insets, 50 µm. **c**, Representative confocal image (from *n* = 5 patients) of a T1A tumour section showing widespread KRT17 (yellow), heterogenous SOX9 (cyan) expression and fibroblast attraction to areas marked by PDGFRα (grey) expression. Blue, DAPI. Scale bars, 200 µm; in insets, 10 µm. **d**, Representative confocal image (from *n* = 1 patient) of a carcinoma in situ (Tis) whole mount showing heterogenous SOX9 (cyan) expression and fibronectin (FN1, green) accumulation underneath (white arrowhead). Blue, DAPI. Scale bars, 50 µm. **e**, Schematic representation of the tumour sample origin shown in **f**; resections were performed after chemotherapy. **f**, Representative confocal image (from *n* = 1 patient) of a post-treatment, pathological staging T0 (dysplasia) whole mount, showing heterogenous expression of SOX9 (cyan) and AREG (magenta) and fibronectin (FN1, green) accumulation underneath. Blue, DAPI. The control sample is a biopsy distal to the tumour. Scale bar, 500 µm; in insets, 50 µm. **g**, Schematic of proposed model whereby epithelial cells respond to genetic perturbation by activating a stress gene signature (tumour 12), denoted by SOX9 and EFG ligand overexpression. This drives the migration of underlying fibroblasts towards the nascent tumour, followed by the formation of a fibrotic scaffold. The establishment of this EGF–SOX9–FN1 signalling axis between epithelial and mesenchymal nascent tumour cells results in the formation of an early tumour niche that favours tumour growth and promotes long-term persistence. Illustrations in **a**, **e** and **g** were created in BioRender; Alcolea, M. https://BioRender.com/e94fdb9 (2026).

Immunolabelling showed that patient tumours, unlike adjacent tissue, recapitulate observations in the DEN mouse model. T1a and T1b tumours displayed homogeneous expression of KRT6A and KRT17 (pan-tumour markers in mice) and heterogeneous expression of SOX9 (marking tumour cells associated with stromal remodelling in mice; Tumour 12; Fig. 5b,c). Accordingly, SOX9-expressing cells exhibited high AREG expression levels (Fig. 5b) and were found next to areas with increased fibroblast density (PDGFRα; Fig. 5c). Analysis of tissue whole-mounts reinforced the link between SOX9 expression and stromal remodelling, with marked FN1 deposition in the vicinity of SOX9^+^ tumour cells (Fig. 5d).

These features were also observed in residual dysplastic tissue after chemotherapy (Fig. 5e,f), which showed marked ECM remodelling (fibronectin deposition) in the proximity of AREG^+^ or SOX9^+^ tumour cells.

Our observations support the presence of a heterogeneous AREG^+^ and/or SOX9^+^ population in early-stage squamous tumours of the human oesophagus. The data further reinforce the association between this population, mesenchymal changes and ECM remodelling in early human oesophageal tumorigenesis, revealing the potential clinical relevance of our study.

## Discussion

Studies in the past decade have shown that mutations, conventionally thought to be the sole cause of cancer, can also be found in healthy ageing tissues^4–8^, where they form part of normal tissue physiology. This has redirected the interest of the cancer community to fill the knowledge gap around the earliest disease stages, and particularly to understand how mutant cells interact with adjacent tissue compartments^1–3,13,21,22^. This study provides mechanistic insights into the processes that determine whether tumours emerging in complex mutant landscapes persist long term or are outcompeted and eliminated from the tissue^1^. We show that early tumour survival and subsequent progression rely on intricate interactions between nascent tumour cells and their dynamic niche.

This work reveals that exposure to mutagens activates a heterogeneous ‘tissue stress’ response, whereby incipient epithelial and mesenchymal tumour cells signal and feedback onto each other through the EGF–SOX9–FN1 axis. Tumours failing to activate this communication axis are less likely to persist and grow. In particular, a tumour-specific stress state, defined by high SOX9 expression, promotes the recruitment of fibroblasts to the nascent tumour through EGF signalling. This in turn facilitates the formation of a precancerous niche, rich in fibronectin, that perpetuates a pro-tumorigenic phenotype, favouring tumour growth and persistence. Interfering with fibronectin fibrillogenesis in vivo impaired niche formation, prevented tumour survival and reduced the overall tumour burden. These findings support a self-sustaining process in which the reciprocal communication between niche mesenchymal cells and SOX9^high^ epithelial cells supports tumour survival, favouring disease progression over time (Fig. 5g).

These data are relevant to early human carcinogenesis. The heterogeneous expression of SOX9, EGFR ligands and associated deposition of FN1 are recapitulated in early stage human oesophageal squamous cell carcinomas, consistent with active epithelial–stromal communication in nascent human tumours. Whether interfering with ECM assembly represents a valid approach to prevent cancer progression in patients, and whether analogous mechanisms operate in other tumour types, requires further investigation.

Overall, our data demonstrate the unprecedented capacity of the early tumour niche to perpetuate tumour survival signals beyond intrinsic changes driven by genetic alterations, enabling nascent tumours to persist in highly competitive mutant landscapes. This offers the new perspective that not only mutations, but also the environmental response to genetic stress, defines the likelihood of tumours to progress towards more advanced disease stages. Our findings indicate that strategies targeting tumour cells, as well as supporting neighbouring cells, could open new avenues for cancer prevention and improve long-term outcomes.

## Methods

### Clinical samples

High-grade dysplasia, squamous cell carcinoma and macroscopically normal, healthy clinical samples, as well as the corresponding clinical information, were collected following research ethics approval and individual informed consent from patients who underwent oesophagectomy for oesophageal cancer.

The T1A and T1B stage chemo-naive surgical tumour samples were donated by patients who had undergone surgery at the Clinic for Visceral, Thoracic and Vascular Surgery at TU Dresden or at the Medical Department I of the Carl Gustav Carus University Hospital. Macroscopically normal samples adjacent to the proximal resection margin were sampled from cancer resection specimens. The corresponding formalin-fixed, paraffin-embedded material (tumour and healthy tissue) from a total of ten characterized oesophageal squamous cell carcinomas was selected from the archive of the Institute of Pathology of the University Hospital Carl Gustav Carus (EK 59032007) by the Tumour and Normal Tissue Bank (TNTB) Dresden. Studies presented in the manuscript involving early chemo-naive human oesophageal tumour samples from Dresden were approved by the Ethics Committee of TU Dresden, Germany (ref. SR+BO-ff (Mono)-EK-161042025). Studies presenting chemo-naive or post-chemo human oesophageal tumour samples from Guy’s and St Thomas’ (London) and Addenbrooke’s Hospital (Cambridge, UK), respectively, were approved by the East of Scotland Research Ethics approval committee (REC 18/ES/133). Histological sectioning of the tissue samples and haematoxylin and eosin staining of reference slide series for determining the tumour cell content of the individual patient samples were done at the Institute of Pathology, University Hospital CGC Dresden, TU Dresden.

### Mice strains

All animal experiments were approved by the local ethical review committees of the University of Cambridge and conducted according to the Home Office project licences PPL70/8866 and PP7037913 of the Cambridge Stem Cell Institute, University of Cambridge.

Unless otherwise specified, C57BL/6J mice (Charles River, strain code 632) were used. Other mouse strains used include: cell-cycle reporter line *R26*^*Fucci2aR*^ (*Fucci2a*)^60^, provided by I. J. Jackson; *Pdgfra*^*EGFP*^ (007669, Jackson Laboratory); *Sox9*^*flox/flox*^ (ref. ^61^; MRC-Harwell, on behalf of the European Mouse Mutant Archive; https://www.infrafrontier.eu); *K14*^*CreER*^ (005107, Jackson laboratory); *R26*^*mT*−*mG*^ (*mTmG*, Jackson Laboratory); *Col1a2*^*CreER*^ (029567, Jackson Laboratory); *R26*^*FlConfetti*^ (ref. ^62^; 017492, Jackson laboratory, provided by H. Clevers)^62^; *R26*^*nT*−*nG*^ (*nTnG*; 023537, Jackson Laboratory); *H2B-EGFP* (*CAG::H2B-EGFP*; 006069, Jackson Laboratory); NOD-SCID-γ (NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ; 005557, Jackson Laboratory); and *Pdgfra*^*CreER*^ (018280, Jackson Laboratory)^63^. Further information about the experimental mouse lines can be found in the Supplementary Methods section Experimental mouse lines.

Recombination of *Col1a2*^*CreER*^*R26*^*FlConfetti/WT*^ mice was induced by a single intraperitoneal tamoxifen injection (3 mg per 20 g body weight). The *Col1a2*^*CreER*^*R26*^*FlConfetti/WT*^ mice were induced by a single intraperitoneal tamoxifen injection (0.5 mg or 5.0 mg per 20 g body weight). The *K14*^*CreER*^*Sox9*^*flox/flox*^ received two subcutaneous tamoxifen injections (5 mg per 20 g body weight) 48 h apart. Tamoxifen was prepared by dissolving in ethanol (less than 10% total volume) and diluting in sunflower-seed oil.

All strains were maintained in a C57BL/6 background. All experiments used a mixture of male and female mice with no gender-specific differences observed (unless specified otherwise). For RNA-sequencing experiments, only male animals were used to avoid confounding effects from the oestrous cycle. All animals exposed to the carcinogen and their respective controls were adults between 8 and 14 weeks of age (see the section on chemically induced mutagenesis below). Mice were bred and maintained under specific-pathogen-free conditions at the Gurdon Institute and the Anne McLaren Building, University of Cambridge. All animals were housed at 20–24 °C, 45–65% humidity and a 12 h:12 h light:dark cycle.

### Chemical tumorigenesis model

Mice were treated with DEN (Sigma-Aldrich; N0756) at 40 mg l^−1^ in Ribena-flavoured water for 24 h, three times a week (Monday, Wednesday and Friday) for 8 weeks^1,21^. Mice received sweetened water between DEN dosages and normal water after the completion of DEN treatment. Control mice received sweetened water as a vehicle control for the length of the treatment. Animals exposed to DEN were monitored for adverse effects as stated in our Home Office project licences (PPL70/8866 and PP7037913) for regulated procedures on protected animals. In summary, animals were weighed daily on weekdays for the first week, weekly for the next month and then monthly thereafter. Animals were also checked every day for any clinical signs or abnormal behaviour. Any concerning animals were weighed every other day or daily, if necessary, until the weight was stable again. If the weight loss approached 10%, animals were weighed daily until stable and received wet mash or palatable diet. Animals showing 15% weight loss measured for 2 consecutive days were killed immediately.

### EdU tracing

For EdU labelling experiments, mice received 100 µg EdU in PBS (Life Technologies, A10044) intraperitoneally 2 h before tissue collection. In vitro 3D cultures (see above) received media supplemented with 10 µM EdU and were incubated for 2 h at 37 °C and 5% CO_2_ before fixation. EdU incorporation in tissue whole-mounts (see above) was detected using a Click-iT EdU kit according to the manufacturer’s instructions (Invitrogen, C10337). EdU^+^ cells were quantified using confocal microscopy.

### Inhibitor treatment in vivo

Mice were treated with Gefitinib for 20 days at 80 mg per kg body weight (or vehicle control) three times a week to inhibit the EGFR pathway. Treatment started 10 days before the end of DEN treatment and ended 10 days after it. Gefitinib was prepared in concentrated form by dissolving it in DMSO and was diluted in corn oil.

Pharmacological inhibition of FN1 fibrillogenesis was achieved by treating mice with functional upstream domain (FUD) peptide^64^ intraperitoneally for 20 days at a concentration of 12.5 mg per kg body weight. Control mice were treated with scrambled (SCR) control peptide. Treatment started 10 days before the end of DEN treatment and ended 10 days after it. Peptides were synthesized at more than 95% purity (WatsonBio; peptide sequence below). Lyophilized peptides were reconstituted in PBS.

The peptide sequences were:

FUD, - Cys-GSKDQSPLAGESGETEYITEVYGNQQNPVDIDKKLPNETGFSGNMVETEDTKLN;

SCR, - Cys-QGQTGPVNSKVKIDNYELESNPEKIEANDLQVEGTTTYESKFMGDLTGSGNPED.

### Whole-mount preparation

The upper gastrointestinal tract (oesophagus and forestomach) from control and DEN-treated mice was dissected at the time points indicated in the main text and/or figure legends. Oesophagi were excised and cut open longitudinally. The muscle layer was then removed and the tissue was flattened under a dissecting microscope using fine forceps. Stomachs were cut open longitudinally and rinsed twice with PBS to remove any food remains. The glandular stomach was excised away and the forestomach kept and flattened for downstream analysis. For epithelial-only and stromal-only whole-mounts, tissues were incubated in 5 mM ethylene-diamine-tetraacetic acid (EDTA) (Life Technologies, 15575020) in PBS for 3 h at 37 °C. After incubation, the epithelium was gently peeled from the stroma using fine forceps. Subsequently, each of these layers was flattened individually.

Oesophageal and forestomach whole-mounts (either peeled or unpeeled) were fixed in 4% paraformaldehyde (Alfa Aesar, 043368) in PBS for 30 min at room temperature.

### Histology

For histology, tissues were fixed in 10% formalin in PBS overnight at room temperature before storage at 4 °C in absolute ethanol. Haematoxylin and eosin staining was done in 7-μm paraffin-embedded sections by the Histology Core Service at the Cambridge Stem Cell Institute and imaged using a Zeiss AxioScan Z1 microscope. Histological analysis of murine tumour samples was done by B. Mahler-Araujo at the MRC Metabolic Diseases Unit (MC_UU_00014/5).

### Ex vivo tissue recombination assay

Under a dissecting microscope in a laminar flow hood, oesophagi were dissected and epithelial–stromal layers isolated as described above in the section ‘Whole-mount preparation’. Thereafter, tissues were rinsed in 1% P/S in PBS three times to remove residual EDTA and flattened. Combinations of epithelium and stroma from different experimental conditions (DEN treated and/or control) were prepared by carefully placing the epithelial layer over the relevant stroma (referred to as ‘tissue recombination’ composites). The remaining epithelium was trimmed to match the size of the stroma, and the resulting construct was cut in half. Flattened epithelium–stromal constructs were cultured in six-well plate inserts (ThinCert Greiner Bio-One, 657641). Size-matched polydimethylsiloxane (PDMS) stencil frames were placed around the tissue construct to prevent cell expansion (see the ‘Stencil production’ section below). The tissue was allowed to settle for 10 min before adding 2 ml of minimal medium (mFAD) containing one-part DMEM (Fisher Scientific, 41966029) and one-part DMEM/F12 (Fisher Scientific, 11320033) supplemented with 5 μg ml^−1^ insulin (Sigma-Aldrich, 15500), 5% fetal calf serum (Fisher Scientific, 26140079), 1% P/S and 5 µg ml^−1^ Apo-Transferrin (Sigma-Aldrich, T2036), as previously described^24,65^. The 3D heterotypic cultures were maintained in standard humidified cell-culture incubators at 37 °C with 5% CO_2_ for up to 7 days. At the end point, samples were fixed in 4% PFA in PBS for 30 min at room temperature and stored for downstream confocal analysis.

### Stencil production

Silicone elastomer (PDMS) was mixed with a curing agent (Avantor VWR; Sylgard 184 Elastomer Kit, 634165S) at a 10:1 ratio and centrifuged at 300*g* for 10 min to remove the bubbles. The resulting mix was poured on a dish at around 70 mg cm^−2^ and left on an even surface to polymerize overnight at 37 °C. The next day, the resulting polymer was cut into 2 × 5 mm rectangle-shaped frames, sterilized in 70% ethanol overnight, and treated with 1% pluronic acid (Sigma-Aldrich, P2443-250g) in PBS for 1 h at 37 °C. The frames were then left to air dry before use.

### In vivo tissue recombination grafting

Tissue recombination composites (as described above in the section ‘Ex vivo tissue recombination assay’) of DEN-treated oesophageal stroma and untreated (control) oesophageal epithelium were prepared for in vivo grafting adapting the strategy described above. Before separating the epithelium from the stroma, all visible tumours were marked with a partial incision using a punch biopsy tool (1 mm diameter; Merck, WHAWB100040). After separating the tissue layers, all the stromal compartments were assessed for peeling efficiency under a fluorescence dissecting microscope (Leica M165 FC), and any remaining epithelium, identified by the dense epithelial nuclei clusters, were excised from the tissue using a 1 mm biopsy punch. For heterotypic tissue constructs, 2 mm biopsies (Selles Medical, instrument BP20F) of tumour or control stroma were excised and a 2 mm healthy untreated epithelium biopsy placed above. Composites were cultured overnight as described above and grafted in the back skin of anaesthetized shaved NSG female mice (two constructs per incision, and two incisions per animal). Longitudinal incisions for grafting were approximately 5 mm in length. The wounds were closed with GLUture glue (Fisher Scientific, NC0632797) and the mice were left to recover. Then, 3–6 months later, the mice were killed and the back skin fixed with 4% PFA in PBS for 30 min at room temperature and stored for downstream confocal analysis.

### Primary mouse fibroblast isolation and migration assay

Oesophagi were dissected as described above and cut in half. Tissue was incubated in 0.5 mg ml^−1^ Dispase (Sigma-Aldrich, D4818) for 10 min at 37 °C while rotating. After incubation, the epithelium was peeled away and the stroma was minced finely and incubated in Trypsin-EDTA (0.25%) (ThermoFisher, 25200056) for 15 min at 37 °C while rotating. The resulting suspension was mixed by pipetting and DMEM supplemented with 10% FBS and 1% P/S was added (1:1 v/v). The suspension was passed through a 70 µm filter (PluriSelect, 43-10070-40) and cells were pelleted by centrifugation at 300*g* for 5 min at 4 °C. Pellets were resuspended in 0.5% FBS, 1% P/S in DMEM, and seeded on 8.0 µm pore transwell insert (24-well plates; ThinCert Greiner Bio-One, 662638). The lower compartment of the transwell contained 1% P/S DMEM supplemented either with 0.5% FBS, 2% FBS, 10% FBS or 2% FBS with 1 µg ml^−1^ Amphiregulin (AREG) (R&D, 989-AR-100/CF). Primary fibroblasts were cultured for 48 h before fixation in 4% PFA in PBS for 10 min. Membranes were incubated with 1 µg ml^−1^ DAPI (Sigma-Aldrich, D9542) in PBS for 30 min at room temperature, cut and mounted in 1.52 Rapiclear mounting medium (SUNJin Lab, RC152001) keeping their original orientation, followed by confocal analysis. Further information on quantification can be found in the Supplementary Methods section ‘Analysis of fibroblast migration assay’.

### Keratinocyte cultures and fibronectin treatment in vitro

Oesophagi were cultured using the 3D epithelioid organ culture approach^65^. In brief, tissues were dissected, cut into 3 × 5 mm rectangles and placed on a transwell insert with the epithelium side up. The tissue was left to settle for about 5 min. Explants were expanded in complete medium (cFAD) containing mFAD supplemented with 1 × 10^−10^ M cholera toxin (Sigma-Aldrich, C8052), 10 ng ml^−1^ EGF (Fisher Scientific PeproTech, AF-100-15), 0.5 μg ml^−1^ hydrocortisone (Calbiochem, 386698). Tissue explants were removed by aspiration 5 days after culture set-up and maintained in mFAD for 2 weeks to confluence. Soluble fibronectin (Fisher Scientific Corning, 356008) was added to the medium for 24 h at 100 μg ml^−1^ after diluting it in mFAD with 25 mM HEPES (Fisher Scientific, 15630056). Samples were fixed with 4% PFA in PBS for 30 min at room temperature, after a 2 h EdU chase, and kept for downstream confocal analysis.

### Keratinocyte and fibroblast interaction assay

Epithelioids were set up as described above and maintained in mFAD until keratinocyte migration started. The original tissue was then removed and the explant left overnight before adding freshly isolated oesophageal fibroblasts (as described above). DMSO as vehicle control or 2 µM of Gefitinib prepared in DMSO were added together with the fibroblast suspension. Then, 3 days after the fibroblasts were introduced to culture, samples were fixed with 4% PFA in PBS for 30 min at room temperature and kept for downstream confocal analysis.

### Immunostaining

After fixation, epithelial–stromal composites or human tissue whole-mounts were incubated for 30 min in permeabilization buffer (PB1; 0.5% bovine serum albumin (VWR International, 126575-10), 0.25% fish-skin gelatin (Sigma-Aldrich, G7765), 1% Triton X-100 (Fisher Scientific, 10102913) in PBS), then blocked for 2 h in PB1 containing 10% donkey serum (DS) (Scientific Laboratory Supplies, D9663). Next, tissues were incubated with primary antibodies diluted in 10% DS in PB1 for 3 days at 4 °C followed by four washes of 30 min each with 0.2% Tween-20 (Promega UK, H5151) in PBS. Thereafter, tissues were incubated overnight with secondary antibodies diluted 1:500 in 10% DS in PB1 at room temperature. Unbound antibody was removed by four washes with 0.2% Tween-20 in PBS throughout the next day. Antibody details are provided in Supplementary Table 15. To stain cell nuclei, tissues were incubated with 1 µg ml^−1^ DAPI in PBS at 4 °C overnight. Afterwards, samples were rinsed three times in PBS and mounted in 1.52 RapiClear mounting media for imaging.

Immunolabelling of individual tissue layers (epithelium or stroma) or sections consisted of an incubation for 30 min in permeabilization buffer (PB2; 0.5% bovine serum albumin, 0.25% fish-skin gelatin, 0.5% Triton X-100 in PBS). Tissues were then blocked for 2 h in PB2 containing 10% DS. Next, samples were incubated overnight at room temperature with primary antibodies diluted in 10% DS in PB2 followed by three washes with 0.2% Tween-20 in PBS for 30 min each. Secondary antibodies were diluted 1:500 in 10% DS in PB2 and incubated with tissues overnight at 4 °C, after which unbound antibody was removed by three washes with 0.2% Tween-20 in PBS, and staining continued as above. Thick cryosections of fixed tissues embedded in optimal cutting temperature compound (OCT; Thermo Scientific, 12678646), cut with a thickness of 50 µm onto glass slides, were immunolabelled using the same protocol. Likewise, 7-μm paraffin-embedded sections were immunolabelled according to the protocol described above, after antigen retrieval performed by heating of tissue sections in either 1 mM EDTA buffer (pH 8.0) or 10 mM sodium citrate buffer (pH 6.0) for 10 min at 95 °C.

When staining with primary antibodies raised in the same host, one of the antibodies was acquired as preconjugated with a fluorophore or conjugated in house following the manufacturer’s instructions (Invitrogen, A20186/A20187). The staining proceeded as described above with the unconjugated primary antibodies. After incubation with the corresponding secondary antibodies, the samples were blocked for 3 h at room temperature with 10% DS in PB with the IgG from the relevant host species (1:500). Afterwards, samples were incubated with conjugated antibodies diluted in PB containing 10% DS and the relevant host IgG (1:500) overnight at room temperature. At this point, staining proceeded as described above. Immunostained samples were analysed by confocal imaging.

### Confocal imaging

Confocal images were acquired using either an inverted Leica SP5 microscope with standard laser configuration or a Stellaris 8 FALCON FLIM microscope with a white-light laser using LAS X 4.7.0.28176 or 3.5.5.19976 software. Typical confocal settings used included: bidirectional scanning, a 40× immersion objective lens, an optimal pinhole size (as defined by the software), a scan speed of 400–600 Hz with 2–3× line averaging, optimal Z-step size (as defined by the software) and a resolution of 512 × 512 or 1,024 × 1,024 pixels, unless stated otherwise. Then, sD reconstructions from optical sections and their corresponding image renders were generated using Volocity 5.5.5 (PerkinElmer) and Volocity 7 (Quorum), Zen 3.2 and Arivis 3.5.1. Further information about specific types of image analysis, such as second-harmonic generation imaging, can be found in the Supplementary Methods.

### Transcriptomics

#### Library preparation and scRNA-seq

Sample preparation methods for libraries can be found in the Supplementary Methods in the section ‘Single-cell and RNA isolation for single-cell RNA-sequencing (scRNA-seq)’.

The scRNA-seq libraries were generated using the 10× Genomics Chromium Next GEM Single Cell 3′ Reagent Kit (v.3) and sequenced at the Genomics Core Facility of Cancer Research UK (CRUK), Cambridge Institute. Libraries were generated in two different batches. Information about library batches can be found in Supplementary Table 2. Control samples were included in both batches to provide a reference to assess potential batch effects. The cells for each biological replicate were loaded into a 10× Chromium microfluidics chip channel to generate one library from each. In total, 17 libraries were sequenced on either an Illumina HiSeqx4000 or a NovaSeq6000 system using one SP, two S1 and two S2 flow cells. Note that, given the punch biopsy approach used, DEN samples could contain sporadic tumour cells from tumours not visible under the dissection microscope.

#### scRNA-seq preprocessing, dimensionality reduction and visualization

The raw scRNA-seq data were processed with CellRanger (v.7.0.1). Reads were aligned to the mouse reference genome (mm10 2020-A), empty droplets were filtered and unique molecular identifiers were counted to generate gene-expression matrices. 

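Of the 146659 barcodes, 72489 passed the limits used here, with 103 to 12201 cells per library (median 3009). The paper lists 160982 cells before filters, more than the barcodes held here. A difference from its count after filters is thus not due to the limits alone. Before doublets were removed 77044 passed, and the 4555 doublets made up 5.91%. Batch 1 gave only 4 of them (0.194%), and batch 2 gave 4551 (6.07%). With the loosest limits of any library of the batch 79524 cells passed, and with the strictest 63121. The median UMI count of the cells kept was 5825 to 22848 per library (median 8660), their median number of genes 2087 to 4080, and their median mitochondrial share 2.92% to 8.57%.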

Doublets were identified using Scrublet^66^ (v.0.2.3) and removed, along with low-quality cells, on the basis of per-sample quality-control metrics (Supplementary Table 2); cells with more than 15% mitochondrial reads or genes expressed in fewer than three cells were excluded, resulting in 91,347 high-quality cells. Count matrices were processed using a standard Seurat workflow^67^ (v.5.0.3) up to dimensionality reduction. Data were integrated by tissue of origin (oesophagus or forestomach) using Harmony^68^ (v.1.2.3), and the integrated embeddings were projected in two dimensions using Seurat’s RunUMAP function. Further details on data clustering, annotation, and trajectory and communication analysis can be found in the Supplementary Methods and on the Alcolea lab’s GitHub page.

### Low-input targeted DNA sequencing

Oesophagi from control and DEN-treated animals were dissected as described above. Tissues were flattened with the epithelial side up and visible tumour lesions were marked with a partial incision using a 1 mm diameter punch tool under a dissecting microscope. Tissues were then incubated in 5 mM EDTA for 3 h at 37 °C while rotating. After incubation, the epithelium was removed, the stroma was flattened and tissues were fixed as described above.

Immunofluorescent labelling against KRT14 was done as described above. Only tumour stroma footprints negative for KRT14 (lacking epithelial cells) were considered for DNA sequencing to avoid the identification of genetic mutations present in epithelial cells. Tumour stroma matching the criteria was dissected under a fluorescence dissecting microscope (Leica M165 FC) using a 1 mm punch biopsy tool. Punch biopsies of equivalent size were collected from untreated healthy tissues as a control. The DNA from individual biopsies was extracted using the Arcturus PicoPure DNA Extraction Kit (Fisher Scientific, KIT0103) following the manufacturer’s instructions. In brief, proteinase K was reconstituted in 155 µl and the sample was lysed in 20 µl at 65 °C overnight. Thereafter, proteinase K was inactivated by incubation at 95 °C for 10 min.

Samples were then sheared, libraries prepped using the NEBNext Ultra II Fragmentase System, and index tags applied (Sanger 168 tag set). Material was subjected to 12 PCR cycles (initial denaturation; 95 °C for 5 min; 12 cycles of 98 °C for 30 s; 65 °C for 30 s; 72 °C for 2 min; final elongation, 72 °C for 10 min) and quantified (Accuclear dsDNA Quantitation Solution, Biotium). Then, 500 ng of pooled material was taken forward for hybridization capture and enrichment (SureSelect Target enrichment system, Agilent Technologies) using a previously designed bait panel of 192 genes (Supplementary Table 9), including those commonly mutated in squamous cancers^22^. After clean-up, libraries were normalized to around 6 nM and submitted to cluster formation for sequencing on a Novaseq6000 (Illumina) to generate 100-base pair paired-end reads.

Aligned reads were mapped to the mouse GRCm38 reference genome using BWA-mem (v.0.7.17)^69^. Duplicate reads were marked using SAMtools^70^ (v.1.11). Depth of coverage was also calculated using SAMtools to exclude reads that were unmapped, not in the primary alignment, failed platform or vendor quality checks, or PCR or optical duplicates. Bedtools (v.2.23.0)^71^ was then used to calculate the depth of coverage per base across samples.

Variant calling was done using the deepSNV R package (also commonly referred to as ShearwaterML; v.1.21.3; https://github.com/gerstung-lab/deepSNV). Variants were annotated using VAGrENT. R v.3.3.0 was used^7,72^.

Mutations called by deepSNV ShearwaterML were filtered using the following criteria: first, positions of called single nucleotide variants (SNVs) have a coverage of at least 100 reads; second, germline variants called from the same individual are omitted from the list of called variants; third, adjustment for false discovery rate and mutations use support from at least one read from both strands for the mutations identified; and finally, pairs of SNVs on adjacent nucleotides in the same sample are merged into a dinucleotide variant if at least 90% of the mapped DNA reads containing at least one of the SNV pairs also contained the other one. DeepSNV ShearwaterML was run with a normal panel of approximately 12,000 reads.

### Statistics and reproducibility

The numbers of biological replicates and animals are indicated in the figure legends (*n* refers to the number of independent replicates per time point and/or condition). A minimum of three independent mice or ex vivo cultures were used in all cases. All experiments were done independently at least three times with similar results, unless otherwise stated. The reproducibility of all key findings was confirmed in independent experiments conducted on different days and using independent biological samples. For image analysis, a minimum of three independent samples were inspected in all cases. All figures show representative images. The data are expressed as mean values ± s.e.m. unless otherwise indicated.

All statistical tests were done comparing biological replicates. Differences in tumour burden were assessed by one-tailed unpaired non-parametric Mann–Whitney *U*-tests. Differences between Niche− and Niche+ tumour distribution in ageing animals was assessed by one-sided chi-squared test. For large datasets, normality was assessed using a Kolmogorov–Smirnov test; for normally distributed data, differences between two groups were assessed by two-tailed Welch’s *t*-tests; for non-normally distributed data, a two-tailed Mann–Whitney *U*-test was used. Differences between more than two groups were calculated using either one-way Welch’s ANOVA, followed by a Dunnett’s T3 multiple-comparison test, or Kruskal–Wallis one-way ANOVA, followed by Dunn’s multiple-comparison test, for normally distributed or non-normally distributed data, respectively, unless specified otherwise. Exact *P*-values are indicated in the relevant figures with a precision of up to four decimal places. Statistical tests were conducted in GraphPad Prism (v.10.5.0) with 95% confidence intervals. No statistical method was used to predetermine sample size. The experiments were done without randomization. Blinding was done for tumour count per condition and in vitro sample analyses by confocal microscopy. In cases for which quantification was done in tumours and morphologically normal areas, blinding was not possible owing to differences in physical sample appearance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-026-10157-8.

## Supplementary information

Supplementary Information Supplementary Methods

Reporting Summary

Supplementary Tables Supplementary Tables 1–15

Peer Review file

## Source data

Source Data Figs. 1–4, Extended Data Figs. 1–4, 6–10.

## Data Availability

Mouse reference genomes GRCm38 and mm10 2020-A were used. The single-cell RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE271962. The DNA sequencing dataset was deposited at the European Nucleotide Archive (ENA) under dataset accession number ERP134942. Source data are provided with this paper.

# Supplementary material for: Precancerous niche remodelling dictates nascent tumour persistence
**Source:** Nature. 2026 Mar 4;653(8113):242–53. doi: 10.1038/s41586-026-10157-8
**Supplement:** Supplementary file 1 — Supplementary Methods

---

**Supplementary information**

---

**Precancerous niche remodelling dictates  
nascent tumour persistence**

---

In the format provided by the  
authors and unedited

## **Pre-cancerous Niche Remodelling Dictates Nascent Tumour Persistence**

G. Skrupskelyte<sup>1,2,##,\*</sup>, J. E. Rojo Arias<sup>1,2,3#</sup>, H. Ajith<sup>1,2</sup>, Y. Dang<sup>4,5,6</sup>, D. Rossetti<sup>1,2</sup>, S. Han<sup>7</sup>, M. K. S. Tang<sup>1,2</sup>, M. T. Bejar<sup>1,2</sup>, B. Colom<sup>8,9</sup>, J. C. Fowler<sup>8</sup>, K. Murai<sup>8</sup>, W. Knight<sup>8</sup>, D. Aust<sup>10,11</sup>, M. H. H. Schmidt<sup>12</sup>, J. Jászai<sup>12</sup>, S. Zeki<sup>13</sup>, A. Noorani<sup>8,14</sup>, P. H. Jones<sup>8,15</sup>, S. Rulands<sup>5,16</sup>, B. D. Simons<sup>1,7,17</sup>, M. P. Alcolea<sup>1,2,\*</sup>

<sup>13</sup>Guy's and St Thomas' NHS Foundation Trust, London, UK

#These authors contributed equally to this work.

## **Supplementary Information Guide**

### **Supplementary Methods**

Experimental mouse lines; strategy for imaging analysis and quantification of *in vitro* or *in vivo* experiments, as well as additional information on single-cell RNA sequencing sample preparation, processing, and transcriptional analysis. Main methods refer to relevant section in this supplement.

### **Supplementary Table 1.**

Fibroblast lineage tracing coordinates (**Extended Data Fig. 4f, h, i**).

### **Supplementary Table 2.**

Basic information for scRNA-seq sample collection. Quality control statistics for the pre and post processed scRNA-seq data (see Methods for filtering criteria). Cell numbers retained per condition, per cluster and per cell type after filtering.

### **Supplementary Table 3.**

Cell types per cluster using multiple annotation methods (**Fig. 3b; Extended Data Fig. 5c-f**).

### **Supplementary Table 4**

List of differentially expressed genes between assigned cell types.

### **Supplementary Table 5.**

List of differentially expressed genes between fibroblast clusters in control conditions.

### **Supplementary Table 6.**

List of differentially expressed genes between *Pdgfra*<sup>low</sup> and *Pdgfra*<sup>high</sup> fibroblast clusters split by conditions (**Extended Data Fig. 6a**).

### **Supplementary Table 7.**

List of differentially expressed genes between cluster 19 and clusters 2 and 4 (**Extended Data Fig. 6e**).

### **Supplementary Table 8.**

List of differentially expressed genes between conditions in each fibroblast cluster (**Extended Data Fig. 6c**).

### **Supplementary Table 9.**

Genes commonly mutated in squamous cell carcinoma and used for targeted DNA sequencing of tumour stromal *versus* control tissue (**Extended Data Fig. 7a,b**).

### **Supplementary Table 10.**

List of differentially expressed genes between immune cells (**Extended Data Fig. 7f-h**).

### **Supplementary Table 11.**

List of differentially expressed genes identified by trajectory analysis. Genes are shown in groups according to the module to which they were assigned to (**Extended Data Fig. 8g**).

### **Supplementary Table 12.**

Statistical analysis of gene modules identified in **Extended Data Fig. 8g**.

**Supplementary Table 13.**

List of differentially expressed genes between Tumour 12 and Tumour 1 populations (**Extended Data Fig. 8j**).

**Supplementary Table 14**

Pathway enrichment analysis of genes identified as differentially expressed in Tumour 12 relative to Tumour 1 keratinocytes (**Extended Data Fig. 8k**).

**Supplementary Table 15.**

List of antibodies used.

## Supplementary Methods

### Experimental mouse lines

To assess the proliferative state of cells,  $R26^{Fucci2aR}$  (*Fucci2a*) mice were used. This mouse line constitutively expresses fluorescent reporters that highlight different phases of the cell cycle (G1 is marked by *mCherry-hCdt1*, and S/G2/M by *mVenus-hGem*). To identify fibroblasts,  $Pdgfra^{EGFP}$  mice were used. These mice constitutively express an H2B-eGFP fusion peptide from the endogenous *Pdgfra* locus. For Sox9 conditional knock-out experiments,  $Sox9^{flox/flox}$  were crossed with  $K14-Cre^{ER}$  mice to generate  $K14^{CreER}/Sox9^{flox/flox}$  animals in which Sox9 expression is inactivated in recombined epithelial cells upon tamoxifen (TAM) administration. To visualise cells in 3D cultures (epithelioid)<sup>57</sup> cells *in vitro* the fluorescent reporter mouse line  $R26^{mT-mG}$  (*mTmG*), which constitutively express tdTomato localised in the cell membrane, was crossed with  $K14^{CreER}/Sox9^{flox/flox}$  and the conditional knock out phenotype was visualised *in vitro*. For fibroblast lineage tracing,  $Col1a2^{CreER}$  or  $Pdgfra^{CreERT}$  mice expressing a Tamoxifen-inducible *Cre* recombinase under the control of the endogenous *Col1a2* or *Pdgfra* promoter were used. This line was crossed with  $R26^{FICConfetti}$  mice in which the Rosa26 locus was targeted with a transgenic cassette containing the sequences for stochastic expression of either cyan, green, yellow or red fluorescent protein (CFP, GFP, YFP and RFP) upon *Cre* recombination. Thus, by using low doses of TAM in  $Col1a2^{CreER}/R26^{FICConfetti/WT}$ , individual Col1a2-expressing cells and their progeny can be labelled with one of these four fluorescent reporters. To identify the origin of tissues in 3D tissue recombination culture assays (donor or recipient),  $R26^{nT-nG}$  (*nTnG*) and  $H2B-EGFP$  (*CAG::H2B-EGFP*) mice were used.  $R26^{nT-nG}$  ubiquitously express a *tdTomato* fluorescent reporter that localises to the nucleus, while  $H2B-EGFP$  mice constitutively express EGFP that localises to the nucleus. In transplantation assays, mice commonly known as NOD scid gamma (NSG; NOD.Cg-*Prkdc*<sup>scid</sup> *Il2rg*<sup>tm1Wjl</sup>/SzJ) were used as recipients. Due to the absence of *Prkdc* and X-linked *Il2rg* expression, these mice are immunodeficient.

### Analysis of migration assay

The total number of fibroblast and the number of fibroblasts that crossed the transwell insert membrane were counted and migration rates calculated as the fraction of migrated fibroblasts relative to all fibroblasts detected. Membranes from transwell inserts were visualised by their autofluorescence after excitation with the 405 laser. Displayed images were produced using Volocity 5.5.5.

### **Assessment of tumour phenotype, size and number in whole-mounts**

To identify tumours in the upper gastrointestinal tract as early as 10 days after DEN withdrawal, we used DAPI to assess changes in tissue topology, as well as cell morphology. This was combined with immunostaining against Keratin 6A (KRT6A) - a tumour marking keratin<sup>1</sup>. PDGFR $\alpha$  was used as a marker of residential fibroblasts to assess niche phenotype. Approximately one third of the oesophagus (middle part) was imaged using the following settings: a 40 $\times$  objective, zoom 0.75, an optimal pinhole size (as defined by the software), a scan speed of 400 Hz, a line average of 1, a Z-step size of 1.5  $\mu$ m, and a resolution of 512  $\times$  512 pixels. Tumour phenotype (Niche- or Niche+) was visually scored by assessing basal keratinocyte morphology, the level of fibroblast recruitment, and fibroblast remodelling in a single-tile section view using Volocity 5.5.5 or 7. For clarity, exposure settings were adjusted to PDGFR $\alpha$ <sup>low</sup> population when images were focussed on lamina propria alone and adjusted accordingly when both lamina propria and submucosa (PDGFR $\alpha$ <sup>high</sup>) populations were displayed. Tumour diameter was scored in Volocity by measuring the distance between the first and last tumour nuclei along the transversal tumour axis in one plane. The number of tumours detected per tissue was normalised to the surface area analysed (typically 10-50 mm<sup>2</sup>). To estimate the number of tumours per oesophagus, the surface areas of 4 whole oesophagi were measured and the total number of tumours extrapolated accordingly.

### **Proliferation, SOX9 and stromal cell distribution measurements in whole-mounts**

EdU<sup>+</sup> and SOX9<sup>+</sup> tumour keratinocytes were quantified by manually cropping the stromal part of 3D images and running an automated pipeline for nuclear signal detection in Volocity 5.5.5. Control measurements were created by cropping regions of equivalent size in control areas. The number of identified objects or the sum of mean object signal intensities were normalised to surface area of each tumour, which was calculated by using the formula  $S = \pi ab$  (a, width; b, height). The latter assumes that, in a single XY plane, the shape of an oesophageal tumour is an ellipse.

SOX9 mean intensities per object were summed per area of interest and normalised to the surface area of interest as well as to the individual sample average (self-average) to account for differences in intensity across imaging sessions.

Stromal cell distribution in Niche+ and Niche- tumours was estimated by counting all stromal cells in the lamina propria directly underneath the tumour epithelium and subsequently normalising this number to the tumour XY cross-sectional area. Cells were then identified as

fibroblasts (PDGFR $\alpha$ <sup>+</sup>), immune (CD45<sup>+</sup>) or endothelial (CD31<sup>+</sup>) and their numbers expressed as a percentage of total stromal cells.

Fibroblast proliferation in tumours was scored by manually counting Ki67<sup>+</sup> EGFP<sup>+</sup> cells in *Pdgfra*<sup>EGFP</sup> DEN-treated mice. The number of proliferating fibroblasts was normalised to the total number of fibroblasts in the lamina propria directly underneath the epithelial tumour.

### **Fibroblast density and proximity to SOX9<sup>+</sup> keratinocytes**

Oesophageal tissues collected 10 days after DEN withdrawal were used to source SOX9<sup>+</sup> keratinocytes outside the tumour area. These were KRT6A-expressing, SOX9-expressing cell clusters (between 5-28 cells in size) that had normal topology as assessed by the position of DAPI-labelled nuclei. Tissues were additionally immunostained with antibodies against  $\beta$ -catenin to identify keratinocytes and against PDGFR $\alpha$  to identify fibroblasts. The number of fibroblasts in the lamina propria region directly underneath SOX9<sup>+</sup> keratinocyte clusters was counted manually and normalised to the surface area considered; equivalently sized areas in tissues of untreated animals were used as controls. The distance between SOX9-labelled keratinocyte clusters and the 5 closest fibroblasts was manually measured in either an xz or an yz cross-section view using Volocity 5.5.5 and is expressed as an inverse distance to demonstrate proximity.

### **Fibroblast lineage tracing**

Oesophagi from *Col1a2*<sup>CreER/WT</sup> *R26*<sup>FlConfetti/WT</sup> mice that received TAM at the beginning of the DEN treatment were collected 6 months after DEN withdrawal. Tissues were processed and stained for PDGFR $\alpha$  and DAPI as described above. The more abundant YFP<sup>+</sup> and RFP<sup>+</sup> clones within tumours and in normal tissue regions were imaged on a confocal microscope and analysed with Volocity 5.5.5. To investigate clonal expansion of YFP<sup>+</sup> and RFP<sup>+</sup> fibroblasts, the coordinates of the tumour lobe (defined as the region between its basal keratinocyte layer and the adjacent lamina propria) were recorded in XY at intervals of 1-2  $\mu$ m; the process was repeated at different Z positions throughout the entirety of the tumour (every 1-4  $\mu$ m). Similarly, the XYZ coordinates of the nucleus of each confetti-labelled fibroblast found within the field of view as well as its colour were recorded. The average distance to the nearest fibroblast neighbour of the same colour was calculated and normalised to the distance to the nearest fibroblast neighbour of a different colour. Statistical significance was assessed using the Mann-Whitney U test (Wilcoxon signed-rank test).

## **Second-harmonic generation (SHG) imaging and analysis**

Extracellular matrix (ECM) fibres in whole-mounts were imaged by SHG microscopy in a Zeiss LSM880 microscope. Prior to imaging, fixed oesophagi were incubated in PBS with 10 drops of NucRed647 (nuclear staining; Life Technologies, R37106) for 1 h at RT to label cell nuclei. Immediately after, samples were mounted using RapiClear 1.52 medium. For image acquisition, a Plan-Apochromat 40×/1.3 Oil DIC M27 objective was used. Tumours were identified by their characteristic morphology using a 633 nm laser to excite the NucRed647 nuclear dye, detecting its emission with a 638-704 nm filter. After the region of interest was defined, the tuneable laser of the instrument was set to 1040 nm (gain set to 780) to generate second-harmonic light from the ECM fibres in the tissue, which was detected with a 481-526 nm filter. Nuclei and ECM fibres were each imaged independently for every region of interest and merged afterwards for visualisation using the ZEN software (Blue edition, version 3.1, Carl Zeiss Microscopy GmbH). The microscope pinhole was set to its maximal aperture, namely 600  $\mu\text{m}$ , and 2× line averaging was used. Images were acquired every 1  $\mu\text{m}$  along the Z axis with an XY resolution of 1024 x 1024 pixels, a depth of 12 bits per pixel, and a pixel dwelling time of 0.77  $\mu\text{s}$ .

Using the Fiji (2.0.0) software for bioimage analysis, a region of 200x200 pixels was arbitrarily selected within the lamina propria in each control image. In the case of tumour images, such region was selected to be directly underneath the lesion site. Fibre alignment was measured within these regions using the OrientationJ plug-in for Fiji<sup>74</sup> with the  $\sigma$  tensor value set to 7. For determining the emission intensity of extracellular matrix fibrils, images of the lamina propria were first exported in the TIFF format using ZEN. Within each control image, intensity was measured in four equivalent circular regions (phantom tumours; diameter = 125 pixels) and averaged. Only one such region immediately under the lesion site was considered for tumour images.

## **Transcriptomics**

### ***Single-cell and RNA isolation for single-cell RNA-Sequencing (scRNA-Seq)***

For scRNA-Seq, *Fucci2a* male mice were sacrificed 8 months after DEN treatment (age-matched vehicle treated mice were used as controls). After dissection, as described above, tissues were flattened with the epithelial side up and visible tumour lesions were marked by a partial incision using a punch biopsy tool (1 mm diameter) under the dissecting microscope. Then, oesophagi and forestomachs were cut in half and incubated in 50 mM EDTA in PBS containing 1 U/ $\mu\text{L}$  RNase Inhibitor (Life Technologies; AM2696) at 37°C for 30 minutes. Following incubation, the

epithelium was carefully peeled away from the stroma using fine forceps. Epithelium and stroma were each flattened, and tumour areas fully excised using 0.5-2 mm punch biopsies (to fit tumour size). Epithelium and stroma biopsies were kept separated. Biopsies were pooled from two to four animals (**Supplementary Table 2**). Stroma was thoroughly minced and incubated in 4 mg/ml collagenase type 4 (Thermo Fisher Scientific; 17104019) in DMEM with 1 U/ml RNase inhibitor for 1 h at 37°C in a rotator. EDTA was added to the samples at a final concentration of 5 mM, and the suspension was diluted 1:5 in collection buffer (2 % heat-inactivated fetal bovine serum, Life Technologies; 26140079; 25 mM HEPES, Life Technologies; 15630056) in PBS to reduce the collagenase activity. Cell suspensions were filtered through a 100 µm cell strainer, centrifuged at 300×g for 5 min at 4°C, and resuspended in collection buffer before an additional filtering step with a 40 µm FlowMi tip filter (Thermo Fisher Scientific; 15342931) was performed to obtain single-cell suspensions. Cells were centrifuged at 300×g for 5 min at 4°C and resuspended in collection buffer containing 1U/µl RNase. In parallel, the epithelium was thoroughly minced and incubated for 10 min at 37°C in 0.5mg/ml dispase (Sigma-Aldrich; D4818) in PBS containing 1 U/µl RNase to create an epithelial cell suspension. EDTA was then added to the samples at a final concentration of 5mM and the suspension diluted 1:5 in collection buffer to reduce dispase activity. A single-cell suspension was obtained by filtering the samples through a 30 µm cell strainer. Cells were centrifuged at 300×g for 10 min at 4°C and resuspended in collection buffer containing 1 U/µl RNase. Epithelial and stromal cells were then pooled together by condition (Control, Ctrl; Adjacent non-tumour epithelium, DEN; and Tumour) prior to proceeding to library production for scRNA-seq.

### ***Data clustering, annotation and enrichment***

The shared nearest-neighbour (SNN) graph constructed with the FindNeighbours function was clustered using FindClusters with the Leiden community detection algorithm, resulting in 22 clusters (**Extended Data Fig. 5c**). Automated cell-type annotation was performed initially with Celltypist (version 1.6.3), a logistic regression classifier using a Gut cell atlas<sup>75</sup>. We then used a label transfer approach with FindTransferAnchors and TransferData functions of Seurat, referencing datasets from Grommisch et al. (2024)<sup>73</sup> and Yao et al. (2020)<sup>41</sup> (**Extended Data Fig. 5d; Supplementary Table 3**) for finer cell type granularity. These automated annotations were used to support manual annotation based on canonical marker genes (**Extended Data Fig. 5e,f; Supplementary Table 3**), resulting in the classification of cells into 11 major groups. Within the dataset, we defined three experimental conditions: age-matched controls (**Ctrl**), DEN-treated but histologically normal tissue (**DEN**), and **tumours** from DEN-treated mice. No clear separation between Ctrl, DEN, and tumour conditions was observed (**Extended Data Fig. 5g**). Cell type

distributions across conditions were compared using a Chi-squared test of independence. A contingency table of cell type counts by condition was constructed, and Chi-squared standardised residuals were calculated to assess the representation of specific cell types within each condition. Cell type proportions were computed per condition and visualised as stacked barplots. Standardised residuals were displayed as heatmaps indicating relative depletion or enrichment of each cell type in each condition.

### ***Cell transition trajectory analysis***

Basal epithelial cells were subset to create a new Seurat object, which was pre-processed with a similar approach as described above. The resulting clustered and dimensionally reduced object was converted into a `cell_data_set` using the `as_cell_data_set` function from SeuratWrappers (v0.4.0) and subsequently analysed in Monocle3 (v1.4.26)<sup>76</sup>. Trajectories were inferred with the `learn_graph` function, and cells were ordered along pseudotime using `order_cells`. Cluster C3, identified as a basal cell cluster containing a mix of conditions (**Extended Data Fig. 9a–d**), was selected as the root; this choice was further supported by RNA velocity analysis with scVelo (version 0.3.2)<sup>77</sup> using spliced and unspliced counts generated by velocityto<sup>78</sup> (version 0.17.17) (**Extended Data Fig. 9e**). The inferred trajectory resolved into two main branches, designated as the Tumour branch (comprising clusters C3, 1, 0, 8, 9, 2, and 6) and the Basal branch (clusters C3, 1, 7, 5, and 4). For each branch, cells were grouped into 100 pseudotime bins, and pseudotime values were normalised to range from 0 to 1 to allow direct comparison between branches. Genes associated with pseudotime progression were identified with the `graph_test` function from monocle3 ( $q < 0.05$ ), and the resulting top 1,500 genes ranked by Moran's I statistic were smoothed along pseudotime within each branch using locally estimated scatterplot smoothing (loess). Smoothed expression matrices were scaled, ordered by branch-specific pseudotime, and visualised as heatmaps using the ComplexHeatmap package (version 2.22.0). Heatmaps were further organised by applying k-means row splitting to partition genes into 15 co-expression modules. Module dynamics were then summarised by computing the average expression of all genes within a module across pseudotime bins and visualised as line plots of average module expression versus normalised pseudotime. For comparability across modules, y-axis limits were fixed globally based on the observed range of expression values. Modules enriched along the **Tumour branch** were identified by comparing the difference in mean expression between the first and last 10% of pseudotime bins ( $\Delta$ ) (**Supplementary Table 12**). Modules with  $\Delta_{\text{tumour}} > 2$  (showing strong upregulation towards the end of the tumour trajectory) and  $\Delta_{\text{basal}} < 1$  (indicating minimal change along the Basal branch), Specifically Module 1 and 12 were retained for downstream analysis, ensuring that

selected modules were enriched in the tumour trajectory while largely invariant in basal cells. To identify cells enriched for these programmes, we applied AUCell (v1.28.0) to the raw count matrix from basal epithelial cells, ranking cells by their expression of Module 1 and Module 12 gene sets. Cells above the 80th percentile of the corresponding AUC distributions were selected, with Module 1 cells restricted to those not overlapping with Module 12. Populations assigned from the modules were then visualised on UMAP embeddings. Differential expression between the resulting populations was performed using Seurat's FindMarkers function ( $\log_2FC > 0.5$ , adjusted  $p < 0.05$ ) and visualised using the EnhancedVolcano (version 1.24.0) package.

### ***Analysis of interactions between cell types by CellChat***

To quantitatively analyse cell-to-cell communication networks from scRNA-seq data, we used CellChat (version 2.2.0), a tool that infers ligand-receptor interactions (<http://www.cellchat.org/>). To analyse the interactions within different immune cell types, we identified cell types that are enriched in Tumour cells, and selected 8 such cell types (**Fig. 5a,b**). For interactions between keratinocytes and fibroblasts, we used Tumour enriched C19 Fibroblasts and previously identified tumour enriched Module 12 and 1 populations along with non-tumour, internal controls. Using these groups as input, the significant ligand-receptor interactions were identified and quantified based on CellChat's function for computing communication probabilities for overexpressed ligand-receptor pairs using default parameter settings (trimean expression value for each group,  $p$ -value  $< 0.05$ ). Total interaction strengths represent the sum of all incoming and outgoing communication probabilities for each cell cluster (and for each given pathway, if applicable). Scores for sender and receiver roles of cell clusters were computed from network centrality scores implemented through CellChat's `netAnalysis_computeCentrality` function.

### **Differential gene expression and gene set enrichment analysis (GSEA)**

Gene Ontology analysis was performed using with g:profiler (<https://biit.cs.ut.ee/gprofiler/gost> version e109\_eg56\_p17\_1d3191d) and STRING (<https://string-db.org/> version 12.0). Gene Ontology biological processes (GO:BP) were grouped to mother terms in Revigo (<http://revigo.irb.hr/> version 1.8.1). The resulting GO:BP mother terms, Kyoto Encyclopaedia of Genes and Genomes (KEGG) (<https://doi.org/10.1093/nar/28.1.27>) terms and Reactome (REAC) (<https://doi.org/10.1093/database/baz123>) terms were manually grouped, with the most representative significant terms selected for depiction based on experimental observations and biological knowledge (see **Supplementary tables 14**).

Fibroblasts expressing *Pdgfra* were categorised as either *Pdgfra*<sup>low</sup> (clusters 2, 4 and 19) or *Pdgfra*<sup>high</sup> (cluster 3) and genes differentially expressed between them were identified using the FindMarkers function of the Seurat package with standard parameters. The log<sub>2</sub> fold-change of significantly regulated genes encoding proteins contained in the matrisome reference list<sup>34</sup> was plotted as a heatmap using GraphPad Prism.

Similarly, in cluster 19, DEGs between conditions (namely, Tumour vs control and Tumour vs DEN) were identified using the FindMarkers function of the Seurat package. DEGs with a p-value < 0.05 and a log<sub>2</sub> fold-change above 0.5 were cross-referenced with known cancer-associated fibroblast (CAF) markers. The overlap is schematically shown in a Venn diagram (generated in the website <https://www.bioinformatics.org/gvenn/>)<sup>37,79</sup>.

Immune cells were further annotated using a label transfer approach with the single-cell reference dataset from Yao et al. 2020<sup>41</sup> to achieve finer granularity. Annotation accuracy was evaluated by generating a heatmap of curated marker genes (from Yao et al. 2020), where aggregated and scaled expression profiles were compared across the assigned cell types (Extended Data Figure 8c). Marker genes for each immune cell type were subsequently identified using Seurat's FindAllMarkers function (Supplementary Table 10) with p-value < 0.05 and a log<sub>2</sub> fold-change above 0.5.

- 74 Rezakhaniha, R. *et al.* Experimental investigation of collagen waviness and orientation in the arterial adventitia using confocal laser scanning microscopy. *Biomech Model Mechanobiol* **11**, 461–473 (2012). <https://doi.org/10.1007/s10237-011-0325-z>
- 75 Oliver, A. J. *et al.* Single-cell integration reveals metaplasia in inflammatory gut diseases. *Nature* **635**, 699–707 (2024). <https://doi.org/10.1038/s41586-024-07571-1>
- 76 Cao, J. *et al.* The single-cell transcriptional landscape of mammalian organogenesis. *Nature* **566**, 496–502 (2019). <https://doi.org/10.1038/s41586-019-0969-x>
- 77 Bergen, V., Lange, M., Peidli, S., Wolf, F. A. & Theis, F. J. Generalizing RNA velocity to transient cell states through dynamical modeling. *Nat Biotechnol* **38**, 1408–1414 (2020). <https://doi.org/10.1038/s41587-020-0591-3>
- 78 La Manno, G. *et al.* RNA velocity of single cells. *Nature* **560**, 494–498 (2018). <https://doi.org/10.1038/s41586-018-0414-6>
- 79 Yang, D., Liu, J., Qian, H. & Zhuang, Q. Cancer-associated fibroblasts: from basic science to anticancer therapy. *Exp Mol Med* **55**, 1322–1332 (2023). <https://doi.org/10.1038/s12276-023-01013-0>

# Supplementary material for: Precancerous niche remodelling dictates nascent tumour persistence
**Source:** Nature. 2026 Mar 4;653(8113):242–53. doi: 10.1038/s41586-026-10157-8
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | LAS X 4.7.0.28176 and 3.5.5.19976<br>Velocify 5.5.5, PerkinElmer<br>Velocify 7, Quorum technologies<br>Zen 3.2, Zeiss<br>Arivis 3.5.1, Zeiss<br>Fiji (2.0.0)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | Confocal images were obtained and analysed using LAS X 4.7.0.28176 and 3.5.5.19976 and Zen3.2, Zeiss softwares. Further image analysis was performed using Velocify 5.5.5, PerkinElmer; Velocify 7, Quorum technologies; Arivis 3.5.1, Zeiss and Imaris Viewer 10.1.1 Cellranger (v7.0.1);<br><br>Mapping scRNAseq data to reference genomeSeurat (v5.0.3); Processing counts matrix and downstream analysisScrublet (v0.2.3); Doublet removalHarmony (v1.2.3); Integration and batch effect correctionSeuratWrappers (v0.4.0); Used to convert seurat object to cell_data_set (monocle 3)Monocle3 (v1.4.6); Pseudotime analysisCellChat (v2.2.0); Cell-Cell Communication analysesEnhancedVolcano (v1.24.0); Volcano PlotsGgplot2 (v3.5.2); PlotsGSEABase (v1.68.0); Gene list format correction for AUCellAUCell (v1.28.0); Scoring cells based on gene setsCowplot (v1.2.0); PlotsComplexHeatmaps (v2.22.0); Heatmaps.<br><br>The analysis code is available on the AlcoleaLab GitHub page <a href="https://doi.org/10.5281/zenodo.17802564">https://doi.org/10.5281/zenodo.17802564</a> |

DNA sequencing analysis was performed using BWA-mem (0.7.17); SAMtools (v1.11); deepSNV R package (ShearwaterML; version 1.21.3); VAGrENT (3.3.0).

Statistical analysis was performed using GraphPad Prism (10.5.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Mouse reference genomes GRCm38 and mm10 2020-A were used. The single cell RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE271962. The DNA sequencing dataset was deposited at the European nucleotide Archive (ENA) under dataset accession number ERP134942. Source data are provided with this paper.

The analysis code is available on the AlcoleaLab GitHub page <https://doi.org/10.5281/zenodo.17802564>

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Sex and gender were not considered in this study.

Reporting on race, ethnicity, or other socially relevant groupings

Race, ethnicity or other social group was not considered in this study.

Population characteristics

To enable the recruitment of as many as possible early stage squamous cell carcinoma tumour samples from patients >18 years old were recruited from tissue bank. Shortly, the T1A and T1B stage chemo-naïve surgical tumour samples were donated by patients who had undergone surgery at the Clinic for Visceral, Thoracic and Vascular Surgery at TU Dresden or at the Medical Department I, of the Carl Gustav Carus University Hospital. The corresponding FFPE material (tumour and normal tissue) from a total of ten characterised oesophageal squamous cell carcinomas was selected from the archive of the Institute of Pathology of the University Hospital Carl Gustav Carus (EK 59032007) by the Tumour and Normal Tissue Bank (TNTB) Dresden. Tis and ypT0 (prior to chemo T2N0M0) stage surgical tumour samples were donated by patients who had undergone surgery at Guy's and St Thomas' (London, UK) and Addenbrooke's Hospitals (Cambridge, UK), respectively.

Recruitment

Patient information sheet and signed consent were used to recruit prospective cases. Prospective samples for this study were collected and processed in accordance with local and national regulations with written consent and transferred using methods fully compliant with the requirements of the Human Tissue Act and the Human Tissue Authority.

Ethics oversight

The T1A and T1B stage chemo-naïve surgical tumour samples were donated by patients who had undergone surgery at the Clinic for Visceral, Thoracic and Vascular Surgery at TU Dresden or at the Medical Department I, of the Carl Gustav Carus University Hospital. Macroscopically normal samples adjacent to the proximal resection margin were sampled from cancer resection specimens. The corresponding FFPE material (tumour and normal tissue) from a total of ten characterised oesophageal squamous cell carcinomas was selected from the archive of the Institute of Pathology of the University Hospital Carl Gustav Carus (EK 59032007) by the Tumour and Normal Tissue Bank (TNTB) Dresden. Studies presented in the manuscript involving early chemo-naïve human oesophageal tumour samples from Dresden were approved by the Ethics Committee of TU Dresden, Germany (Ref.: SR+BO-ff (Mono)-EK-161042025). Studies presenting chemo-naïve or post-chemo human oesophageal tumour samples from Guy's and St Thomas' (London, UK) and Addenbrooke's Hospital (Cambridge, UK), respectively were approved by East of Scotland Research Ethics approval committee (REC 18/ES/133).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample size was determined from pilot studies and previous published research studies as listed below:<br/>           Colom, B. et al. Mutant clones in normal epithelium outcompete and eliminate emerging tumours. <i>Nature</i> 598, 510-514 (2021). <a href="https://doi.org/10.1038/s41586-021-03965-7">https://doi.org/10.1038/s41586-021-03965-7</a></p> <p>Frede, J., Greulich, P., Nagy, T., Simons, B. D. &amp; Jones, P. H. A single dividing cell population with imbalanced fate drives oesophageal tumour growth. <i>Nat Cell Biol</i> 18, 967-978 (2016). <a href="https://doi.org/10.1038/ncb3400">https://doi.org/10.1038/ncb3400</a></p> <p>A minimum of three independent mice or ex vivo cultures were used in all cases. For image analysis, a minimum of three independent samples were inspected and replicate images were taken per sample for data to be analysed both internally within said sample, and between at least 3 biological replicates.</p> |
| Data exclusions | <p>Exclusions were made to the data in the case of single-cell RNA sequencing analysis to exclude low quality cells as is considered best practice in such analyses. In this case, doublets were identified and removed using Scrublet, with per-sample doublet score thresholds between 0.1 and 0.2. Cells were also filtered on numbers of detected genes (nFeature_RNA) or total transcript counts (nCount_RNA) on a per-sample basis, with lower and upper limits ranging from 700–1,500 genes to 8000-10000 genes and 2,000–4,000 to 40000-160,000 transcripts per cell, respectively. Cells with more than 15% of reads mapping to mitochondrial genes were also excluded. These thresholds were determined individually for each library to account for differences in library quality.</p>                                                                                                                                                                                  |
| Replication     | <p>A minimum of three independent mice or ex vivo cultures were used in all cases. All experiments were performed independently at least three times with similar results, unless otherwise stated. The reproducibility of all key findings was confirmed in at least three independent experiments conducted on different days and using independent biological samples.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Randomization   | <p>Mice and ex vivo cultures were randomly assigned to experimental groups.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | <p>Blinding was performed for tumour count per condition and in vitro sample analyses by confocal microscopy. In cases where quantification was performed in tumours and the morphologically normal areas blinding was not possible due to differences in physical sample appearance. In ex vivo cultures where perturbation assay resulted in inhibition of fibroblast to keratinocyte interaction blinding was not possible due to differences in sample appearance.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary antibodies</p> <p>AREG; R&amp;D Systems, Inc; AF989</p> <p>AREG; R&amp;D Systems, Inc; AF262</p> <p>αSMA; Abcam; ab5694</p> <p>β-Catenin; Cell Signaling Technology; 9562</p> <p>CD31; Abcam; ab7388</p> <p>CD45; BioLegend; 103102</p> <p>FAP; Abcam; ab218164</p> <p>FINC; BD Biosciences; 610078</p> <p>K17; Proteintech; CL488-17516</p> <p>KRT6A; BioLegend; 905701</p> <p>KRT6A; Abcam; ab18586</p> <p>KI67; Abcam; ab16667</p> <p>PDGFRα; R&amp;D Systems, Inc; AF1062</p> <p>PDGFRα; R&amp;D Systems, Inc; AF307</p> |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

S100A4 (FSP); Fisher Scientific Ltd; PA5-16586  
 SOX9; Millipore; AB5535  
 VIM; Abcam; ab194719  
 active YAP; Abcam; ab205270  
 EGR1, Abcam; ab300449  
 RUNX1, Proteintech; 25315-1-AP  
 Secondary antibodies  
 Goat IgG 647; Millipore; AP180SA6  
 Goat IgG 750; Abcam; ab175745  
 Mouse IgG 488; Invitrogen; A-21202  
 Mouse IgG 647; Invitrogen; A-31571  
 Mouse IgG 750; Abcam; ab175738  
 Rabbit IgG 488; Invitrogen; A-21206  
 Rabbit IgG 555; Invitrogen; A-31572  
 Rabbit IgG 647; Invitrogen; A-31573  
 Rabbit IgG 750; Abcam; ab175728  
 Rabbit IgG; Abcam; ab171870  
 Rat IgG 647; Abcam; ab150155  
 Rat IgG 750; Abcam; ab175750

## Validation

Well characterised antibodies were used in this study. All are commercially available and validated by the manufacturers. List below target molecule, host, company link

AREG, goat, [https://www.rndsystems.com/products/mouse-amphiregulin-antibody\\_af989](https://www.rndsystems.com/products/mouse-amphiregulin-antibody_af989)  
 AREG, goat [https://www.rndsystems.com/products/human-amphiregulin-antibody-31221\\_mab262](https://www.rndsystems.com/products/human-amphiregulin-antibody-31221_mab262)  
 A-SMA, rabbit, <https://www.abcam.com/en-gb/products/primary-antibodies/alpha-smooth-muscle-actin-antibody-ab5694>  
 $\beta$ -Catenin, rabbit, <https://www.cellsignal.com/products/primary-antibodies/b-catenin-antibody/9562>  
 CD31, rat, <https://www.abcam.com/en-gb/products/primary-antibodies/cd31-antibody-mec-746-ab7388>  
 CD45, rat, <https://www.biolegend.com/en-gb/products/purified-anti-mouse-cd45-antibody-102>  
 FAP, rabbit, <https://www.abcam.com/en-gb/products/primary-antibodies/fibroblast-activation-protein-alpha-antibody-ab218164>  
 Fibronectin, mouse, <https://www.bdbiosciences.com/en-gb/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-mouse-anti-fibronectin.610077>  
 K17, rabbit, <https://www.ptglab.com/products/Cytokeratin-17-Specific-Antibody-CL488-17516.htm>  
 KRT6A, rabbit, <https://www.biolegend.com/en-gb/products/purified-anti-mouse-keratin-6a-antibody-11459>  
 KRT6A, mouse, <https://www.abcam.com/en-us/products/primary-antibodies/cytokeratin-6-antibody-ks6ka12-ab18586>  
 Ki67, rabbit, <https://www.abcam.com/en-gb/products/primary-antibodies/ki67-antibody-sp6-ab16667>  
 PDGFR $\alpha$ , goat, [https://www.rndsystems.com/products/mouse-pdgf-ralpha-antibody\\_af1062](https://www.rndsystems.com/products/mouse-pdgf-ralpha-antibody_af1062)  
 PDGFR $\alpha$ , goat [https://www.rndsystems.com/products/human-pdgf-ralpha-antibody\\_af-307-na](https://www.rndsystems.com/products/human-pdgf-ralpha-antibody_af-307-na)  
 S100A4 (FSP); rabbit, [https://documents.thermofisher.com/TFS-Assets/LSG/certificate/Certificates-of-Analysis/PA516586\\_SK2481855D.PDF](https://documents.thermofisher.com/TFS-Assets/LSG/certificate/Certificates-of-Analysis/PA516586_SK2481855D.PDF)  
 SOX9, rabbit, [https://www.merckmillipore.com/GB/en/product/Anti-Sox9-Antibody,MM\\_NF-AB5535](https://www.merckmillipore.com/GB/en/product/Anti-Sox9-Antibody,MM_NF-AB5535)  
 VIM, rabbit, <https://www.abcam.com/en-do/products/primary-antibodies/alexa-fluor-647-vimentin-antibody-epr3776-cytoskeleton-marker-ab194719>  
 active YAP, rabbit, <https://www.abcam.com/en-gb/products/primary-antibodies/active-yap1-antibody-epr19812-ab205270>  
 EGR1, rabbit <https://www.abcam.com/en-us/products/primary-antibodies/egr1-antibody-epr23981-46-ab300449>  
 RNX1, rabbit <https://www.ptglab.com/products/RUNX1-Antibody-25315-1-AP.htm>?  
 srsId=AfmBOooRuq32Amnge4kba96D2QgywHdbscWO9HH4Fq8Z4-eEkOfggw\_3

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mouse, C57/bl6, transgenic, male and female, age 8 weeks to 18 months.  
 Unless otherwise specified, C57BL/6J mice (ordered from Charles River, UK; strain code 632) were used. Other mouse strains includes: cell cycle reporter line R26Fucci2aR (Fucci2a) kindly provided by Ian J. Jackson; PDGFR $\alpha$ EGFP mice (stock #007669, Jackson Laboratory); Sox9flox/flox mice (obtained from MRC-Harwell, on behalf of the European Mouse Mutant Archive (<https://www.infrafrontier.eu/>)); K14-CreER mice (stock #005107, Jackson laboratory); R26mT-mG mice (mTmG; stock #007676, Jackson Laboratory); Col1a2CreER mice (strain #029567, Jackson Laboratory); R26FConfetti mice (strain #017492, Jackson laboratory, kindly provided by Hans Clevers); R26nT-nG mice (nTnG, strain #023537, Jackson Laboratory); H2B-EGFP mice (CAG::H2B-EGFP; strain #006069, Jackson Laboratory); NOD scid gamma mice (NSG; NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ; strain #005557, Jackson Laboratory). Pdgfra-CreERT mice (stock #018280, Jackson Laboratory).

Mice were bred and maintained under specific-pathogen-free conditions at the Gurdon Institute and The Anne McLaren Building, University of Cambridge. All animals were housed between 20-24°C, 45-65% humidity and a 12-hour light-dark cycle.

### Wild animals

No wild animals were used in this study

### Reporting on sex

All experiments comprised a mixture of male and female mice with no gender-specific differences observed (unless specified otherwise). For RNA sequencing experiments, only male animals were used in order to avoid confounding effects due to estrous cycle.

|                         |                                                                                                                                                                                                                                                                      |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | No field collected samples were used in this study                                                                                                                                                                                                                   |
| Ethics oversight        | All experiments were approved by the local ethical review committees of the University of Cambridge and conducted according to Home Office project licenses PPL70/8866 and PP7037913 at the Gurdon Institute and The Anne McLaren Building, University of Cambridge. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

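Single cells of the oesophagus and forestomach of male mice were sequenced in 17 libraries, 5 of controls, 5 of tissue without tumours after DEN and 7 of tumours. The authors deposited UMI counts per gene and cell, without normalization, in 1 matrix for each of the 2 batches, with 4345 and 142314 barcodes and 37707168 and 1538456648 UMIs. According to the methods, reads were aligned and counted with CellRanger and empty droplets were removed, which the counts already include, whereas the filters on cells and doublets come after them. The matrices are declared as integers, and 30934 gene identifiers were found in GENCODE vM21. Barcode suffixes parted the libraries, but no table tied a suffix to a labelled sample, and no condition was inferred from order, size or values. The comparisons between conditions that had been planned were therefore not run, nor was any claim about a condition examined, among them the list of genes of niche fibroblasts. Total UMIs per library ran from 1593263 to 394594399 (median 45823618).

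Cells were filtered with the most common limits of Supplementary Table 2 for each batch, the looser where several were equally common, since its limits per sample could not be assigned. Doublets were scored against simulated ones, 2 per cell, at an assumed rate of 0.06. Counts were scaled to 10000 per cell on the log scale, and clusters were formed on 2000 variable genes, 30 principal components and 20 nearest neighbours with the Leiden method of igraph 0.11.9, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 and random seed 1. A cluster was named after the class with the highest mean log2 deviation of its markers, with 10 CPM added, among classes with at least 3 markers detected in at least 10% of its cells, unless its 10 leading genes pointed to another class. This left 7 clusters with 1615 cells unnamed. They were led by genes of NK and T cells (431 cells), fibroblasts (362), Chil4, Krt6b and Krt6a (249, of which 92.4% came from channel 3 of batch 2), Kit and Ano1 (198), muscle precursors (175), Gm42418 and AY036118 (125) and red blood cells with macrophages (75). The cluster led by Chil4 scored highest as basal. It was left unnamed because S100a8 and S100a9, listed as immune markers, were among its leading genes. With it counted as basal, chosen after the results were seen, all 4 values of Krt6a and Krt17 against other basal cells were called. The remaining classes held 2998 muscle, 1900 glial, 1335 lymphatic, 959 pericyte, 481 erythroid, 28 B and 22 glandular cells. After the clusters were seen, and before any gene was tested, the score behind the names was changed to the one given, genes of NK and T cells, muscle precursors, and macrophages and dendritic cells were added as reasons not to name a cluster, and the leading genes of fibroblast sub-clusters were taken against other fibroblasts of the same libraries rather than against all other sub-clusters. The earlier rule leaves out 2 more sub-clusters, of 4460 and 2916 cells, most of them from channels 1 and 2 of batch 2, and was run as an alternative.

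Fibroblasts were sub-clustered at resolution 0.5, with 0.25 and 1 as alternatives, on genes without Pdgfra and the named genes, and split at the midpoint between the lowest and the highest mean Pdgfra level. Tumour 1 and Tumour 12 cells were scored as in the paper with an own implementation of AUCell, over 1553 ranked genes. Supplementary Table 11 was used with 1066 genes in 15 modules, of which 1055 were found, fewer than the paper counts, so that no test of overlap or enrichment was made on it or on Supplementary Tables 6 and 13. Of Supplementary Table 6, 1998 genes of the control part, 1998 of the DEN part and 1672 of the tumour part were used, and of Supplementary Table 13, 1846. Differences were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) and as an alternative with DESeq2 1.42.0. Standard errors are the log2 fold change over the square root of the F statistic, and differences of single libraries were computed with a prior count of 0.5. Counts were also simulated from the mean of each gene and library and the dispersions edgeR estimated, with 200 genes changed. The fit between fibroblast populations recovered 96.5% of them with 7 unchanged genes called, and that between Tumour 12 and Tumour 1 82.5% with 18. That between Tumour 12 and other basal cells recovered 85.5% with 9, and that between Tumour 1 and other basal cells 91% with 10. Such counts follow the fitted model by construction, so that these values cannot show how the fits behave on the real sums. Populations were formed from the expression of the cells that were then compared, so that counts of genes describe them and are no test of whether they exist. Shares of cells have exact binomial intervals at 95%, and the limit for a count of 0 is 3 counts of the total. Correlations have p-values from 100000 random permutations.

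The comparisons, their tests, the alternatives and the rule for the genes to name were set before the data were examined, apart from those said to be chosen afterwards. Genes named are those the paper names for a comparison, whose values in its supplementary tables had been seen, and from the table of all genes the 3 with the largest change each way among those called and changed alike in every library. Of the genes the paper names for Tumour 12, 1 enters the counts but is not reported here by itself. Alternatives were DESeq2, no filter on low counts, no block, at least 10 or 50 cells, each library left out, batch 2 only, no removal of doublets, and a stricter filter of at least 2000 genes and at most 10% mitochondrial UMIs. For fibroblasts they were also other resolutions and a score of 50 genes each way from Supplementary Table 6, and for the tumour states cells thinned to 3000 UMIs, the 90th percentile, the percentile within each library, the top 10% of genes, and the modules with or without the named genes. Lists of 14 immediate-early genes, 8 keratinocyte genes, 4 genes of the Y chromosome and Xist were used for checks on dissociation, free RNA and the sex of the animals.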

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

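None of the tests in this part was chosen after the result was seen, and no explanation was tested beyond leaving the library out. Of 35 groups of libraries examined, 3 held a library far from the others, and about 1 in 20 does so by chance.

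In channel 8 of batch 2 the log2 difference of Col1a1 between Pdgfra low and Pdgfra high fibroblasts was 1.88, against 1.52 in the next library and 1.37 at the other end, so that the gap took up 0.707 of the range, over the limit of 0.568. In the same library Col6a3 had 0.46, against -0.26 in the next and -0.69 at the other end (0.625 of the range). This library has the fewest cells of the 7, 67 Pdgfra low and 68 Pdgfra high, and the fewest UMIs, 535065 and 420817, so that few cells may set its values. Without it Col1a1 had 1.41 and Col6a3 -0.41, which leaves their calls as they were. Free RNA, doublets and a difference in the composition of its sub-clusters were not tested for these genes and stay open. The condition of the library is not known, and no biological explanation was tested.

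In channel 3 of batch 2 the log2 difference of Itgav between Tumour 12 and other basal cells was -0.14, against 0.05 in the next library and 0.15 at the other end (0.638 of the range, limit 0.625). It rests on 32 Tumour 12 cells, the fewest of the 6 libraries, and the number of cells may set this value. Without the library the log2 fold change was 0.06, and Itgav was not called in either case. Other technical explanations were not tested for it, and no biological one was either.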

How the results depend on the processing

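The tests chosen only after the results were seen are the alternatives with the earlier rule for leading genes, the sub-cluster nearest the midpoint counted as Pdgfra low, no sub-clusters led by Has1 and Cxcl1, the resolutions 0.25 and 1 for the share, the unnamed Krt6a cluster counted as basal, and no basal cluster led by Adh7, as well as the fold changes over all cells. No paired analysis was possible because barcodes could not be tied to labelled samples or animals, which concerns the conditions, and the populations of a library were compared within it, with the library as a block. Where a value moved, the cause was not tested unless one is given.

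Between Pdgfra low and Pdgfra high fibroblasts the count of genes, 3073, stayed within 1.5 times under all alternatives run. Those set beforehand ran from 2308 with the score to 4462 without a filter on low counts, and those without 1 library from 2514 to 3568. Of the 18 named genes 15 were called without each library in turn and 15 to 16 under the other alternatives set beforehand, 13 with the sub-cluster nearest the midpoint moved and 14 without the sub-clusters led by Has1 and Cxcl1. Over single genes, leaving out libraries left 179 of 179 values on their side of the threshold, and the other alternatives left 340, with 4 stronger, 4 weaker and 1 reversed, Col15a1 at 0.54 with the sub-cluster nearest the midpoint counted as Pdgfra low. Col6a3 (-0.74 with the score, -0.72 at resolution 0.25) and Col15a1 (-1.57 with the score, -0.59 under the stricter filter) were called in addition. With the score 16 named genes were called, these included, so that not all of the 15 kept their call there.

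The median share of Pdgfra low cells, 66.9%, was 45.8% with the score, 86.1% at resolution 1 and 95.2% with the sub-cluster nearest the midpoint moved, and stayed near it at resolution 0.25 (66.1%), with doublets kept (63.9%) and with the earlier rule (66.9%). The number of cells retained, 72489, was 63121 to 79524 with the strictest and the loosest limits. Under the stricter filter of at least 2000 genes, 50391 were left.

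Between Tumour 12 and Tumour 1 cells the count of genes, 242, rests on 3 libraries and moved most. It was 103 with DESeq2, 536 without a filter on low counts, 0 without a block (edgeR, 545 genes at an unadjusted p under 0.05), 483 with at least 10 cells, 86 with thinned cells, 905 with the 90th percentile, 1416 with the percentile within each library, 152 with the top 10% of genes, 691 with doublets kept, 155 with the unnamed Krt6a cluster counted as basal and 939 without the basal cluster led by Adh7, and 83 without channel 4 of batch 1, 153 without channel 9 of batch 2 and 515 without channel 1 of batch 1. More libraries entered with at least 10 cells (6), the 90th percentile (4), the percentile within libraries (8), doublets kept (6), the stricter filter (5) and no cluster led by Adh7 (4). With the other choice of module genes it was 202, with the stricter filter 237, and at least 50 cells or batch 2 only left too few libraries. Genes higher in Tumour 12 made up 84.3% of those called, but 68.1% with the 90th percentile, 60.2% within each library, 69.4% without the cluster led by Adh7 and 95.3% with thinned cells. Of the named genes, 32 were called, 9 without a block, 29 to 45 under the other alternatives set beforehand, and 22 to 35 without 1 library, with 46 when the cluster led by Adh7 was left out. With whole modules 19 of them lay outside the modules and had enough counts, 7 of these were called, and 11 when adjusted over the list alone. The change of Krt17 reversed to 1.00 with thinned cells, and that of Cxcl2 to -0.44 with the percentile within each library. Over the named genes, without 1 library 136 values stayed on their side of the threshold, 14 became weaker and 3 stronger, and under the other alternatives 545 stayed, 77 became stronger, 40 weaker and 1 reversed. For the genes named from the table of all genes, 16 values stayed and 2 became weaker without 1 library, and otherwise 48 stayed, 25 became weaker and 1 reversed.

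Between Tumour 12 and other basal cells the count, 2365, was 1416 without a block, 1284 with thinned cells, 1405 with the 90th percentile, 634 within each library, 1359 with doublets kept and 1453 without the cluster led by Adh7, and 1481 to 2230 without 1 library, the lowest without channel 8 of batch 2. Genes higher in Tumour 12 made up 49.6%, but 62.9% without a filter on low counts, 63.5% under the stricter filter, 65.2% with the 90th percentile, 81.5% within each library and 62.4% without the cluster led by Adh7. Itga3 reversed to 0.67 with the percentile within each library. Without 1 library 92 of the named values stayed, 1 became weaker and 1 stronger, and otherwise 224 stayed, with 6 weaker, 4 stronger and 1 reversed. The number of ligand and receptor genes called, 5, was 4 to 6 under the other alternatives set beforehand and 3 to 5 without 1 library, the lowest without channel 9 of batch 2.

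Between Tumour 1 and other basal cells the count, 1347, was 0 without a block (edgeR, 1047 genes at an unadjusted p under 0.05, and 1066 by DESeq2 with the block), 2462 with at least 50 cells, where 2 libraries are left, 301 with thinned cells, 738 with the 90th percentile, 710 within each library and 799 under the stricter filter, and 768 to 1697 without 1 library, the lowest without channel 2 of batch 2. Genes higher in Tumour 1 made up 55.3%, but 37.2% with thinned cells, 42.8% with the 90th percentile, 45.2% without the cluster led by Adh7, 68.0% by DESeq2 and 68.4% without channel 2 of batch 2. Of the 4 values of Krt6a and Krt17 in both states, 4 were called, 0 without a block (edgeR, and 3 by DESeq2 with the block), 2 with thinned cells, and 3 to 4 without 1 library. Krt17 reversed in Tumour 1 to -0.61 with at least 50 cells. Without 1 library 55 values stayed and 1 became stronger, and otherwise 154 stayed, with 9 stronger, 7 weaker and 1 reversed.

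For the comparisons of the conditions, which were not run, the alternatives with a block for tissue and replicate, DESeq2, thinned counts and batch 2 only were not run either. Tumour 1 cells were few, with 31 to 46 per library against 47 to 833 Tumour 12 cells (whole modules), and Ccn2 and Cdh4 had too few counts for the test between them.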

Differences from the paper's values

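The tests chosen only after the results were seen are those without the basal cluster led by Adh7, with the unnamed Krt6a cluster counted as basal, without the sub-clusters led by Has1 and Cxcl1, with the sub-cluster nearest the midpoint counted as Pdgfra low, with the earlier rule for leading genes and over all cells together. The paper's tables test cells as units, for the clusters Pdgfra low and Pdgfra high of 1 condition and for cells of Tumour 12 against Tumour 1, whereas here counts were summed per library. For fibroblasts all conditions are taken together, so that the groups here are wider, and for Tumour 12 against Tumour 1 only 3 libraries had enough cells, with 956 of 1581 and 118 of 517 cells, so that the other cells of these states are left out. Values differ where signs differ or the gap exceeds the standard deviation between libraries, and alternatives not named as not differing do differ. The score is made of the 50 leading genes each way of the control part of Supplementary Table 6 itself, so that agreement of its values with the paper is partly built in.

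Against the control part of Supplementary Table 6, 10 of 17 log2 fold changes of Pdgfra low against Pdgfra high fibroblasts differed, and 17 of 17 had the same sign. Fn1 had 2.99 here and 1.95 in the paper's table, and the values did not differ with the score. Has1 had 5.55 here and 3.70 in the paper's table, and the values did not differ with the score, doublets kept and the stricter filter. Has2 had 3.43 here and 2.03 in the paper's table, and the values did not differ with the score and doublets kept. Cd248 had 2.80 here and 2.04 in the paper's table, and the values did not differ with the score. Col1a1 had 1.46 here and 0.52 in the paper's table, and the values did not differ with the score. Col6a3 had -0.32 here and -1.02 in the paper's table, and the values did not differ with the score and resolution 0.25. Col4a1 had -0.67 here and -1.11 in the paper's table, and the values did not differ with the stricter filter. Col4a2 had -0.62 here and -1.01 in the paper's table, and the values did not differ with no channel 8 of batch 2, no channel 9 of batch 2, the score, doublets kept and the stricter filter. Col15a1 had -0.043 here and -1.36 in the paper's table, and the values did not differ with the score. Thbs1 had -2.69 here and -0.75 in the paper's table, a difference under every alternative set beforehand.

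Against the DEN part of Supplementary Table 6, 3 of 16 log2 fold changes of Pdgfra low against Pdgfra high fibroblasts differed, and 16 of 16 had the same sign. Has2 had 3.43 here and 2.55 in the paper's table, and the values did not differ with no block, at least 10 cells, no channel 11 of batch 2, no channel 6 of batch 2, no channel 7 of batch 2, the score, resolution 1, doublets kept and the stricter filter. Col1a1 had 1.46 here and 1.12 in the paper's table, and the values did not differ with resolution 0.25 and the stricter filter. Col8a1 had 0.82 here and 1.16 in the paper's table, and the values did not differ with no channel 7 of batch 2 and resolution 0.25.

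Against the tumour part of Supplementary Table 6, 9 of 18 log2 fold changes of Pdgfra low against Pdgfra high fibroblasts differed, and 18 of 18 had the same sign. Pdgfra had -1.07 here and -1.24 in the paper's table, and the values did not differ with at least 10 cells, no channel 6 of batch 2, resolution 1 and the stricter filter. Fbn1 had 1.69 here and 1.41 in the paper's table, and the values did not differ with DESeq2, no block, at least 10 cells, no channel 11 of batch 2, no channel 12 of batch 2, no channel 6 of batch 2, no channel 7 of batch 2, resolution 1 and doublets kept. Has2 had 3.43 here and 2.42 in the paper's table, and the values did not differ with the score, resolution 1, doublets kept and the stricter filter. Mfap5 had 3.03 here and 3.64 in the paper's table, and the values did not differ with resolution 0.25. Col1a1 had 1.46 here and 1.10 in the paper's table, and the values did not differ with resolution 0.25 and the stricter filter. Col6a3 had -0.32 here and -0.76 in the paper's table, and the values did not differ with no channel 8 of batch 2, the score, resolution 0.25 and the stricter filter. Col8a1 had 0.82 here and 1.13 in the paper's table, and the values did not differ with no filter on low counts, no block, no channel 7 of batch 2, no channel 8 of batch 2, resolution 0.25 and resolution 1. Thbs1 had -2.69 here and -1.31 in the paper's table, and the values did not differ with the score. Thbs2 had -4.10 here and -3.58 in the paper's table, and the values did not differ with resolution 0.25, doublets kept and the stricter filter.

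Against Supplementary Table 13, 27 of 50 log2 fold changes of Tumour 12 against Tumour 1 cells differed, and 49 of 50 had the same sign. Cdh1 had 0.078 here and 0.77 in the paper's table, and the values did not differ with the percentile within libraries. Klf4 had 1.86 here and 1.13 in the paper's table, and the values did not differ with thinned cells, the 90th percentile, doublets kept and the stricter filter. Vegfa had 1.84 here and 0.95 in the paper's table, and the values did not differ with the 90th percentile and the percentile within libraries. Edn1 had 2.12 here and 1.36 in the paper's table, and the values did not differ with at least 10 cells, no channel 4 of batch 1, no channel 9 of batch 2, thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Areg had 2.47 here and 1.17 in the paper's table, and the values did not differ with the 90th percentile, the percentile within libraries and doublets kept. Hbegf had 2.57 here and 0.96 in the paper's table, and the values did not differ with the 90th percentile and the percentile within libraries. Nrg2 had 0.64 here and 1.09 in the paper's table, and the values did not differ with at least 10 cells, no channel 4 of batch 1 and the percentile within libraries. Egfr had 0.10 here and 0.97 in the paper's table, a difference under every alternative set beforehand. Epha2 had 1.94 here and 1.13 in the paper's table, and the values did not differ with no channel 9 of batch 2, thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Tead1 had 0.37 here and 1.24 in the paper's table, and the values did not differ with the 90th percentile and the percentile within libraries. Nfkbia had 1.58 here and 1.05 in the paper's table, and the values did not differ with no channel 4 of batch 1, no channel 9 of batch 2, thinned cells, the 90th percentile, doublets kept and the stricter filter. Rela had 0.42 here and 0.91 in the paper's table, and the values did not differ with no channel 1 of batch 1, no channel 4 of batch 1, thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Nfkb1 had 0.045 here and 0.95 in the paper's table, a difference under every alternative set beforehand. Gadd45a had 1.90 here and 1.04 in the paper's table, and the values did not differ with thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Cdkn1a had 1.74 here and 0.82 in the paper's table, and the values did not differ with the 90th percentile, the percentile within libraries and doublets kept. Id4 had 2.17 here and 1.30 in the paper's table, and the values did not differ with no channel 9 of batch 2, thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Jun had 2.61 here and 1.32 in the paper's table, and the values did not differ with DESeq2, no block, no channel 9 of batch 2, thinned cells, the 90th percentile, the percentile within libraries, the top 10% of genes, the other choice of module genes, doublets kept and the stricter filter. Fos had 2.84 here and 1.64 in the paper's table, and the values did not differ with no channel 9 of batch 2, thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Atf3 had 4.46 here and 1.69 in the paper's table, and the values did not differ with the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Egr1 had 3.17 here and 1.44 in the paper's table, and the values did not differ with thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Col12a1 had 0.022 here and 1.79 in the paper's table, and the values did not differ with no channel 9 of batch 2, thinned cells, the 90th percentile, the percentile within libraries, the other choice of module genes, doublets kept and the stricter filter. Itgav had 0.090 here and 0.77 in the paper's table, a difference under every alternative set beforehand. Itga2 had 0.60 here and 1.64 in the paper's table, a difference under every alternative set beforehand. Itgb6 had 1.26 here and 1.65 in the paper's table, and the values did not differ with the other choice of module genes. Cadm1 had 0.030 here and 1.03 in the paper's table, a difference under every alternative set beforehand. Adamts1 had 2.59 here and 1.21 in the paper's table, and the values did not differ with no channel 9 of batch 2, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Krt6a had 0.23 here and -1.02 in the paper's table, and the values did not differ with no channel 9 of batch 2, the percentile within libraries, doublets kept and the stricter filter.

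Without the basal cluster led by Adh7, a setting chosen after seeing the values, 19 of these 27 values no longer differed. Of the genes, 14 were called in addition and 1 of those called, Ptgs2, was not. The remaining cells were scored again in this setting, and the 3 libraries of the main test held only 2 cells of the cluster. The new limits on the scores and the libraries tested can thus bring the values nearer, beyond the removal. These 19 were Klf4 (1.07), Vegfa (0.96), Edn1 (1.44), Areg (1.19), Hbegf (1.08), Epha2 (1.58), Tead1 (1.02), Nfkbia (1.10), Rela (0.86), Gadd45a (0.88), Cdkn1a (1.05), Id4 (1.29), Jun (1.29), Fos (1.10), Atf3 (2.08), Egr1 (1.31), Col12a1 (0.80), Adamts1 (1.82) and Krt6a (-0.10). With the unnamed Krt6a cluster counted as basal, also chosen after seeing the values, Jun (2.57) and Itgb6 (1.52) no longer differed, the call of Ptgs2, 1 of the paper's genes, was lost, and 3 further values differed. For fibroblasts, without the sub-clusters led by Has1 and Cxcl1, chosen after seeing the values, Has1 (2.49) in the control part, Has2 (3.22) and Col1a1 (1.18) in the DEN and tumour parts came within the paper's values, and 1 of the paper's genes, Col4a2, was no longer called. Values that then differed in addition were Col8a1 (0.72) in the control part; Has1 (2.49) and Mfap5 (2.79) in the DEN part; Fn1 (2.81), Has1 (2.49) and Col13a1 (-1.35) in the tumour part. With the sub-cluster nearest the midpoint counted as Pdgfra low, chosen after seeing the values, this held for Pdgfra (-1.19) and Fbn1 (1.68) in the tumour part, and 2 of the paper's genes, Col4a1 and Col4a2, were no longer called. Values that then differed in addition were Mfap5 (4.73), Col8a1 (1.46) and Pi16 (4.04) in the control part; Fn1 (3.38), Mfap5 (4.73), Cd248 (3.78), Col6a3 (-0.13), Pi16 (4.04) and Egfr (0.68) in the DEN part; Cd248 (3.78), Col13a1 (-1.39), Lama1 (-3.68) and Pi16 (4.04) in the tumour part. With the earlier rule for leading genes, chosen after seeing the values, it held for Fbn1 (1.69), and 0 of the paper's genes lost their call.

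Over all cells together, with libraries not kept apart and chosen after seeing the values, no test was made, so that no gene is called. Against the control part, 6 of the 10 differing values then came within those of the paper, Has1 (4.93), Col1a1 (0.57), Col6a3 (-1.14), Col4a2 (-1.34), Col15a1 (-1.16) and Thbs1 (-1.12), and 3 others differed, Pdgfra (-1.55), Mfap5 (3.37) and Col5a3 (-1.68). Against the DEN part, 1 of the 3 differing values then came within those of the paper, Has2 (3.26), and 5 others differed, Pdgfra (-1.55), Col6a3 (-1.14), Col5a3 (-1.68), Col4a1 (-1.42) and Col4a2 (-1.34). Against the tumour part, 3 of the 9 differing values then came within those of the paper, Has2 (3.26), Mfap5 (3.37) and Thbs1 (-1.12), and 5 others differed, Fn1 (2.71), Cd248 (2.70), Col5a3 (-1.68), Col4a1 (-1.42) and Pi16 (2.17). Why these values are nearer to the paper for some genes and farther for others was not tested.

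The text of the paper lists 10 genes as higher in Pdgfra high fibroblasts, of which 7 were so here. Col8a1 was higher in Pdgfra low fibroblasts, at 0.82, which is also the sign in the control, DEN and tumour parts of the paper's table, while Lama1 (-5.46), Thbs2 (-4.10), Thbs1 (-2.69), Col13a1 (-2.18), Col5a3 (-0.90), Col4a1 (-0.67) and Col4a2 (-0.62) had the direction the text gives. Col6a3 (-0.32) and Col15a1 (-0.04) were not called, but were so with the score of Supplementary Table 6 genes. The paper links Pdgfra high fibroblasts to the Col15a1 universal subset, whereas Col15a1 was not apart within libraries here (-0.043) but was lower in Pdgfra low cells over all cells together (-1.16) and with the score (-1.57), and Pi16 (2.45) was higher in Pdgfra low cells as it states. It lists 49 of the genes that could be tested as increased in Tumour 12, all 49 had a positive change here, and 17 of them were not called. Cdh1 was called with the percentile within libraries. Sox4 was called with DESeq2, no filter on low counts, at least 10 cells, no channel 1 of batch 1, thinned cells, the 90th percentile, the percentile within libraries, the top 10% of genes, the other choice of module genes, doublets kept and the stricter filter. Foxa1 was called with no filter on low counts, at least 10 cells, no channel 1 of batch 1, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Hmox1 was called with no filter on low counts, at least 10 cells, thinned cells, the 90th percentile and doublets kept. Nrg2 was called with the percentile within libraries. Tead1 was called with the 90th percentile, the percentile within libraries and doublets kept. Tnfaip3 was called with no filter on low counts, at least 10 cells, no channel 1 of batch 1, thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Rela was called with the 90th percentile, the percentile within libraries and doublets kept. Nfkb1 was called with the 90th percentile and the percentile within libraries. Col12a1 was called with the 90th percentile, the percentile within libraries and doublets kept. Itga2 was called with the 90th percentile, the percentile within libraries and doublets kept. Lama3 was called with no filter on low counts, at least 10 cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter. Vcl was called with at least 10 cells, the 90th percentile, the percentile within libraries and doublets kept. Cadm1 was called with the 90th percentile and the percentile within libraries. Ccn2 was called with no filter on low counts, no channel 1 of batch 1, thinned cells, the 90th percentile, the percentile within libraries, doublets kept and the stricter filter, having too few counts under the others set beforehand, and also without the basal cluster led by Adh7 (2.91), chosen after seeing the values. Egfr and Itgav were called under none of the alternatives. Between Tumour 12 and other basal cells, Itgb1 was called in addition with the percentile within libraries and Cd44 with at least 50 cells.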

Other observations

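The tests on too few fibroblasts, on the depth of the cells and on the share of Tumour 12 cells without the cluster led by Adh7 were chosen only after the result was seen, as were the alternatives without the sub-clusters led by Has1 and Cxcl1 and without the basal cluster led by Adh7.

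In 8 of 17 libraries no fibroblast fell into a Pdgfra high sub-cluster. Too few fibroblasts are not the reason in all of them, since a count of 0 allows at most 0.0746% in the library with most fibroblasts, and in 7 of the 8 the limit lies under the lowest share elsewhere, 33.1%. Averaging Pdgfra over mixed sub-clusters cannot have hidden a share like that elsewhere, but whether it hid a few percent cannot be told, since in the 5 of these libraries with at least 20 fibroblasts 0.582% to 2.76% of single cells reached the median level of Pdgfra high cells, 1124 CPM, against 37.6% to 65.3% of the cells in Pdgfra high populations, and the score counted 93.5% to 98.2% of their fibroblasts as Pdgfra low. Batch alone is argued against by the values within each batch, a comparison made after the result was seen. In batch 1, channels 1 and 3 had 0 of 123 and 0 of 145 Pdgfra high cells, whereas channel 4 had 76.9% of 65. In batch 2, channels 1 and 2 had 0 of 4024 and 0 of 3267, whereas channels 6 to 12 had 33.1% to 64.2%. The tissue and condition of a library are not known and were not tested, and they stay open, as does dissection. In each batch the labels name as many oesophagus libraries as held no Pdgfra high cell, and as many forestomach libraries as held some. A match in number does not tie a library to a tissue, so that it leaves the question open.

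The share of Tumour 12 cells among basal cells ran from 0% to 91.9% (median 31.4%) over the 15 libraries with at least 20 basal cells, and that of Tumour 1 cells from 0.980% to 45.5% (median 6.18%). The depth of cells is not the whole reason, since after thinning the shares still ran from 0% to 92.8% (median 30.4%). Basal cells lay in different clusters in different libraries, and channels 1, 2, 4 and 5 of batch 2 held 1750, 1218, 428 and 64 cells of the basal cluster led by Adh7, which holds no Tumour 12 cell, while no other library held more than 17. These cells alone are not the reason for the low shares there, since without them the shares in the 3 of these libraries with at least 20 other basal cells were at most 0.284%, and 0% when scored again, against 0% to 91.9% (median 47.0%) and 0% to 57.3% (median 10.2%) in 11 other libraries. A difference in the kinds of basal cells stays open, since of the remaining basal cells of the 3 libraries 98.9% to 99.4% lay in a cluster led by Krt15, with Krt13 at 6643 to 8638 CPM, against 0% to 29.4% and 26.6 to 6948 CPM in the 11. A response to dissociation in all cells of a library cannot be told apart from a property of the epithelium. Over 12 libraries the share of Tumour 12 cells and the level of 14 immediate-early genes in endothelial cells had Spearman's rho 0.72 (permutation p = 0.0105, adjusted by Benjamini-Hochberg 0.0419) and Pearson's r 0.56 (permutation p = 0.0627, adjusted 0.125), with r 0.42 without the 2 farthest libraries, and in batch 2 alone rho 0.71 and r 0.48 (n = 10). In fibroblasts of 12 libraries rho was 0.23 (permutation p = 0.458, adjusted 0.458) and r 0.27 (permutation p = 0.401, adjusted 0.401), or 0.16 without the 2 farthest, with rho 0.40 and r 0.41 in batch 2, and in immune cells of 14 libraries rho was 0.49 (permutation p = 0.0783, adjusted 0.157) and r 0.44 (permutation p = 0.114, adjusted 0.152), or 0.75 without the 2 farthest, with rho 0.36 and r 0.27 in batch 2. Batch 1 holds too few of these libraries for a value of its own, and 4 relations were tested in this family. The condition of the libraries, which is not known, could also set both measures.

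All 14 immediate-early genes belong to module 12, which leaves none outside it for a test. In 5 libraries module 12 was higher in Tumour 12 cells than in fibroblasts by a median of 0.60 on the log2 scale (0.48 to 0.76), than in endothelial cells by 0.70 (0.47 to 1.03), than in immune cells by 0.73 (0.39 to 0.81) and than in other basal cells by 1.96 (1.17 to 2.19), and fibroblasts were above other basal cells by 1.36 (0.70 to 1.60). The immediate-early genes were higher in Tumour 12 than in other basal cells by a median of 3.71 (2.37 to 3.88), and differed from fibroblasts by -0.19 (-0.34 to 0.20), being higher in 2 of 5 libraries. They differed from endothelial cells by -0.04 (-0.65 to 0.47) and from immune cells by -1.44 to -0.38, being lower than in these in 5 of 5. These are the libraries that also held enough other basal cells. In a further one with Tumour 12 cells and fibroblasts, channel 1 of batch 1, module 12 was at 6.03 and 5.72, a smaller gap than in the 5. The immediate-early genes were at 8.31 and 8.39 there. Channel 5 of batch 1 had module 12 at 7.35 in Tumour 12, 6.10 in endothelial and 6.30 in immune cells, larger gaps than in the 5. Channel 3 of batch 2 had it at 6.38 in Tumour 12 and 6.01 in immune cells, a smaller gap than in the 5. Whether module 12 marks a state shared by other cell types cannot be told apart from an epithelial state with these values.

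Keratinocyte transcripts in fibroblasts are in line with free RNA in the droplets. Over 11 libraries the mean log2 level of Krt6a, Krt16, Krt17 and S100a8 in fibroblasts differed from that in endothelial cells by a median of -0.19 (-0.73 to 0.42), and from that in immune cells by 0.02 (-2.35 to 0.44). For the whole list of 8 keratinocyte genes the median difference from endothelial cells was -0.19 (-0.60 to 0.26). The libraries fall into separate clusters, 3 with levels of 4.52 to 6.35 in fibroblasts and 4.77 to 6.60 in endothelial cells, and 8 with 0.30 to 1.43 and 0.23 to 1.83, so that no pooled correlation is given. Within the 8, Pearson's r was 0.74 (permutation p = 0.0364, adjusted by Benjamini-Hochberg 0.125) and Spearman's rho 0.43 (permutation p = 0.300, adjusted 0.400), r was 0.33 without the 2 farthest libraries, on which the relation rests, and in batch 2 r was 0.77 and rho 0.54 (n = 7).

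Has1 led stress sub-clusters, and these are not the whole reason for its difference, since its log2 fold change was 2.49 without them, down from 5.55. Nor do differences between libraries account for all genes apart over all cells. Of 666 genes over 2-fold higher in Pdgfra low cells over all libraries together, 132 (19.8%) were apart by under 0.5 within libraries and 61 by under 0, and of 1032 genes lower, 66 (6.40%) were.

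Cells of a female animal are not found in any library, since Xist was at most 1.35 CPM, and the 4 Y chromosome genes together had 90.1 to 252 CPM.

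Whether a division of the cells by chance could give such counts of genes cannot be told from other assignments of the populations within libraries, since the populations were formed from the expression of the same cells. For Pdgfra low against Pdgfra high fibroblasts 1 of 64 assignments, the real one, gave as many genes, with 2634 in the next and a median of 0 in the others (edgeR). For Tumour 12 against other basal cells 1 of 32 assignments did, and the next gave 2. For Tumour 12 against Tumour 1 (1 of 4) and Tumour 1 against other basal cells (1 of 16, the next giving 1), with 0 genes in the other assignments of the former, the number of assignments is also too small.

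A basal cluster of 3481 cells was led by Adh7, with medians of 2.52 for Krt5, 187 for Krt13 and 120.0 for Krt4 per 10000 UMIs, so that it may hold suprabasal cells. Without it, and with the remaining cells scored again, the number of genes called between Tumour 12 and Tumour 1 was 939, of which 165 were called with it too.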
